# PHLDA1 Mediates Drug Resistance in Receptor Tyrosine Kinase-Driven Cancer

**DOI:** 10.1016/j.celrep.2018.02.028

**Published:** 2018-02-28

**Authors:** Abbie E. Fearon, Edward P. Carter, Natasha S. Clayton, Edmund H. Wilkes, Ann-Marie Baker, Ekaterina Kapitonova, Bakhouche A. Bakhouche, Yasmine Tanner, Jun Wang, Emanuela Gadaleta, Claude Chelala, Kate M. Moore, John F. Marshall, Juliette Chupin, Peter Schmid, J. Louise Jones, Michelle Lockley, Pedro R. Cutillas, Richard P. Grose

**Keywords:** tyrosine kinase inhibitor, drug resistance, FGF, Akt, targeted therapy, cancer

## Abstract

Development of resistance causes failure of drugs targeting receptor tyrosine kinase (RTK) networks and represents a critical challenge for precision medicine. Here, we show that PHLDA1 downregulation is critical to acquisition and maintenance of drug resistance in RTK-driven cancer. Using fibroblast growth factor receptor (FGFR) inhibition in endometrial cancer cells, we identify an Akt-driven compensatory mechanism underpinned by downregulation of PHLDA1. We demonstrate broad clinical relevance of our findings, showing that PHLDA1 downregulation also occurs in response to RTK-targeted therapy in breast and renal cancer patients, as well as following trastuzumab treatment in HER2^+^ breast cancer cells. Crucially, knockdown of PHLDA1 alone was sufficient to confer *de novo* resistance to RTK inhibitors and induction of PHLDA1 expression re-sensitized drug-resistant cancer cells to targeted therapies, identifying PHLDA1 as a biomarker for drug response and highlighting the potential of PHLDA1 reactivation as a means of circumventing drug resistance.

## Highlights

• The Akt pathway plays a critical role in resistance to tyrosine kinase inhibition
• PHLDA1 is key to regulating Akt activity during the development of drug resistance
• Knockdown of PHLDA1 alone confers *de novo* resistance to kinase inhibitors
• PHLDA1 rescue resensitizes drug-resistant cancer cells

## Introduction

Improved understanding of the molecular mechanisms underpinning cancer has led to the development of an arsenal of therapeutics, with which to tackle cancers driven by specific pathways. In particular, receptor tyrosine kinases (RTKs) have been implicated in a wide variety of oncogenic behaviors, driving cell proliferation, survival, migration, and mediating cancer cell-stromal crosstalk (Gross et al., 2015). Small molecule kinase inhibitors and therapeutic antibodies targeted to RTKs can offer clinically significant patient benefit (Slamon et al., 2001, Geyer et al., 2006). However, the selective pressure applied on cancer cells by targeting RTKs results in rapid evolution of resistance mechanisms, reducing the efficacy of targeted approaches and resulting in tumor re-growth in patients (Engelman et al., 2007, Kobayashi et al., 2005). Overcoming this acquired resistance to targeted therapies represents a critical challenge for cancer research (Holohan et al., 2013).

Fibroblast growth factor receptor (FGFR) signaling has been implicated in both oncogenic and drug-resistance mechanisms in many different cancers, and FGFR inhibitors are currently in clinical trials for a range of cancer types (Carter et al., 2015). Among these, endometrial cancer is ideal for exploring mechanisms of resistance. The fourth most common form of cancer in women, it highlights some very well-characterized FGFR driver mutations, with up to 16% of cases driven by mutations in FGFR2 (Fearon et al., 2013, Pollock et al., 2007). Herein, using 2D and 3D cultures of endometrial cancer cell lines expressing either wild-type or mutant FGFR2 as model systems, we have interrogated the mechanisms of acquired resistance to FGFR-targeted ATP mimetic small molecule therapies (Mohammadi et al., 1998, Gavine et al., 2012). Through gene expression profiling, we have identified loss of the protein Pleckstrin Homology-Like Domain, family A, member 1 (PHLDA1) as a critical mediator of resistance to FGFR inhibition and validated these studies by manipulating PHLDA1 expression. Using phosphoproteomics and combination drug treatment, we show that Akt signaling is critical to this acquired resistance, and we present a model for how PHLDA1 may mediate this effect. Finally, we have extrapolated our findings to other RTK-driven cancers, using cell-based, *in vivo* and bioinformatics approaches, to identify PHLDA1 as a mediator of resistance with direct relevance to a broad range of RTK-targeted therapies.

## Results

### Development of Drug Resistance in Endometrial Cancer Cells

To investigate mechanisms of acquired resistance to FGFR inhibitors, we adopted endometrial cancer cell line models, with two cell lines that harbor FGFR2 activating mutations, MFE-296 and AN3CA cells (Byron et al., 2008), and one that expresses wild-type FGFR2, Ishikawa cells (Byron et al., 2013). MFE-296 and AN3CA cells expressed high levels of FGFR2, relative to Ishikawa cells, and exhibited enhanced levels of phosphorylated FGFR substrate 2 (FRS2), an indicator of FGFR activation, reflecting their dependence on basal FGFR activation (Figure 1A). Ishikawa cells express wild-type FGFR and thus have minimal phosphorylated FRS2 under normal conditions.

**Figure 1:**
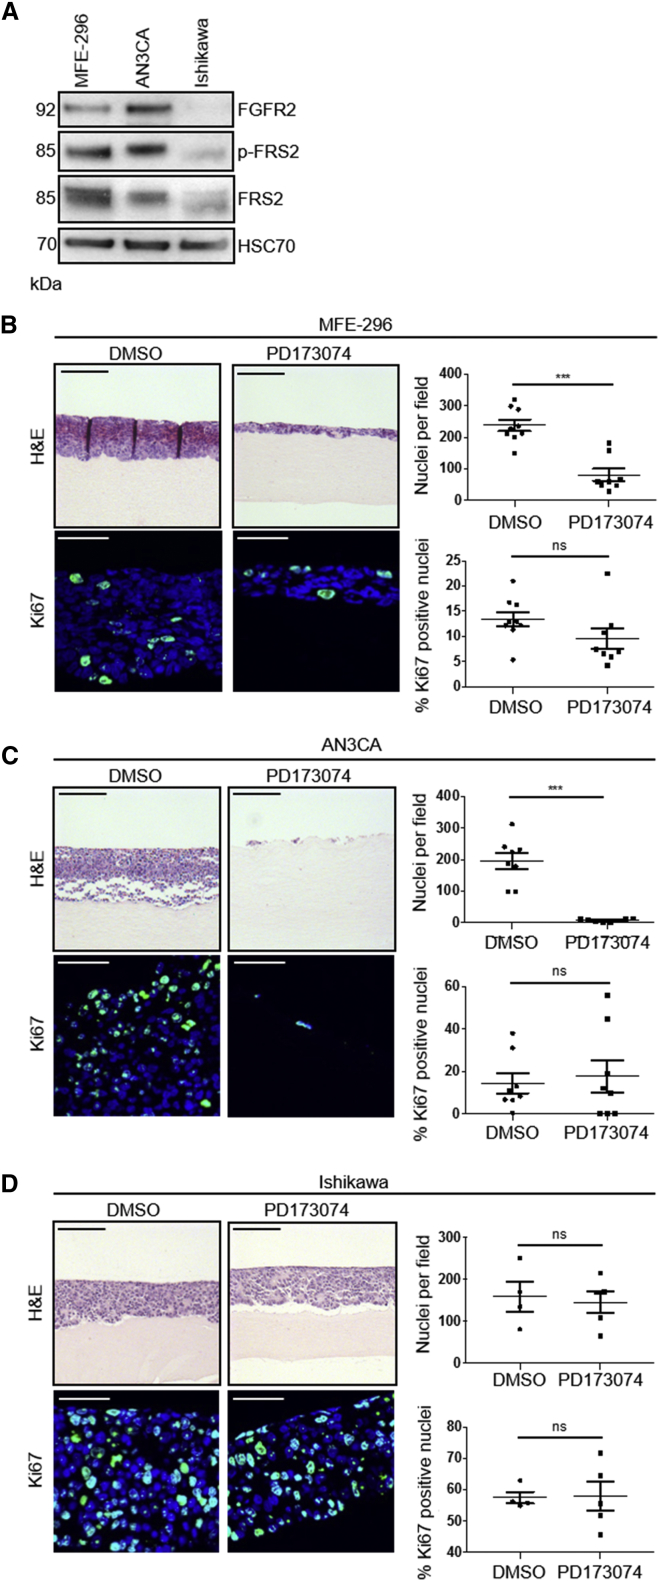
Generation of FGFR Inhibitor-Resistant Endometrial Cancer Cell Populations *In Vitro* (A) Western blot analysis of FGFR2 and phosphorylated FRS2α (Tyr436) in serum-starved MFE-296, AN3CA, and Ishikawa cells. Data are representative of three independent experiments. (B–D) Upper: H&E staining of MFE-296 (B), AN3CA (C), and Ishikawa (D) cells grown in organotypic cultures for 14 days with or without 1 μM PD173074. Lower: Ki67 staining with nuclei counterstained by DAPI. Right: quantitation of cell number and Ki67 positive nuclei per field of view. Data are presented as mean ± SEM. Images are representative of at least three independent experiments. H&E image scale bar, 100 μm; Ki67 image scale bar, 50 μm. ^∗∗∗^p ≤ 0.001, compared with DMSO controls. H&E images are automatically spliced composites.

To model FGFR inhibition in a physiologically relevant context, where cancer cells receive stromal support, 3D organotypic models (Chioni et al., 2017) were used (Figure 1). Collagen/Matrigel gels were overlaid with MFE-296, AN3CA, or Ishikawa cells and treated with FGFR inhibitors for 14 days. Treatment with PD173074, an ATP-competitive inhibitor of FGFR (Mohammadi et al., 1998), resulted in a significant reduction in cell number in MFE-296 and AN3CA cells, while Ishikawa cells remained unaffected (Figures 1B–1D). Quantitation of cell number and the percentage of Ki67-expressing cells following treatment revealed that AN3CA cells were almost absent following treatment with PD173074 (Figure 1C). In contrast, by day 14 of treatment, MFE-296 cells established a population of proliferating cells in the presence of PD173074, albeit reduced compared to DMSO control cultures (Figure 1B), suggesting the emergence of a resistant cell population. Comparable data were obtained using AZD4547, another ATP-competitive inhibitor of FGFR currently in clinical trials for FGFR2 mutant solid tumors (Carter et al., 2015, Gavine et al., 2012) (Figure S1).

To investigate the mechanism underlying sustained FGFR inhibitor resistance, FGFR-inhibitor-resistant populations of MFE-296 and AN3CA cells (MFE-296^AZDR^ and AN3CA^AZDR^, respectively) were generated by increasing exposure to AZD4547. When cultured on mini-organotypic gels for 7 days in the presence of 1 μM AZD4547, both populations of resistant cells showed significantly less reduction in proliferation rate compared to parental cells (Figures S1A and S1B). Drug sensitivities were confirmed in 2D culture using an IncuCyte platform and demonstrate that AN3CA cells exhibit enhanced sensitivity to both PD173074 and AZD4547 over MFE-296 cells, as previously reported (Packer et al., 2017) (Figures S1C–S1F). Further, both AN3CA^AZDR^ and MFE-296^AZDR^ exhibited cross-resistance to PD173074 (Figures S1D and S1F). As expected, Ishikawa cell growth was unaffected by both FGFR inhibitors (Figure S1G)

### Phosphoproteomic Interrogation of Resistance Acquisition in MFE-296 Cells

To understand how resistant cells are able to re-engage proliferative pathways, we examined changes to the phosphoproteome of MFE-296 cells, as they developed resistance to PD173074 over 14 days of culture.

Phosphorylation sites were identified and quantified using a well-established, label-free methodology (Alcolea et al., 2012, Casado et al., 2013, Wilkes et al., 2015). Hierarchical clustering of the resulting phosphorylation motifs demonstrated a high degree of similarity in the phosphoproteome between the start of treatment and that after 14 days of culture with PD173074. Intriguingly, the phosphoproteome of PD173074-treated cells was noticeably divergent from that of controls at 7 days of treatment, suggesting a global change in cell signaling (Figure 2A).

**Figure 2:**
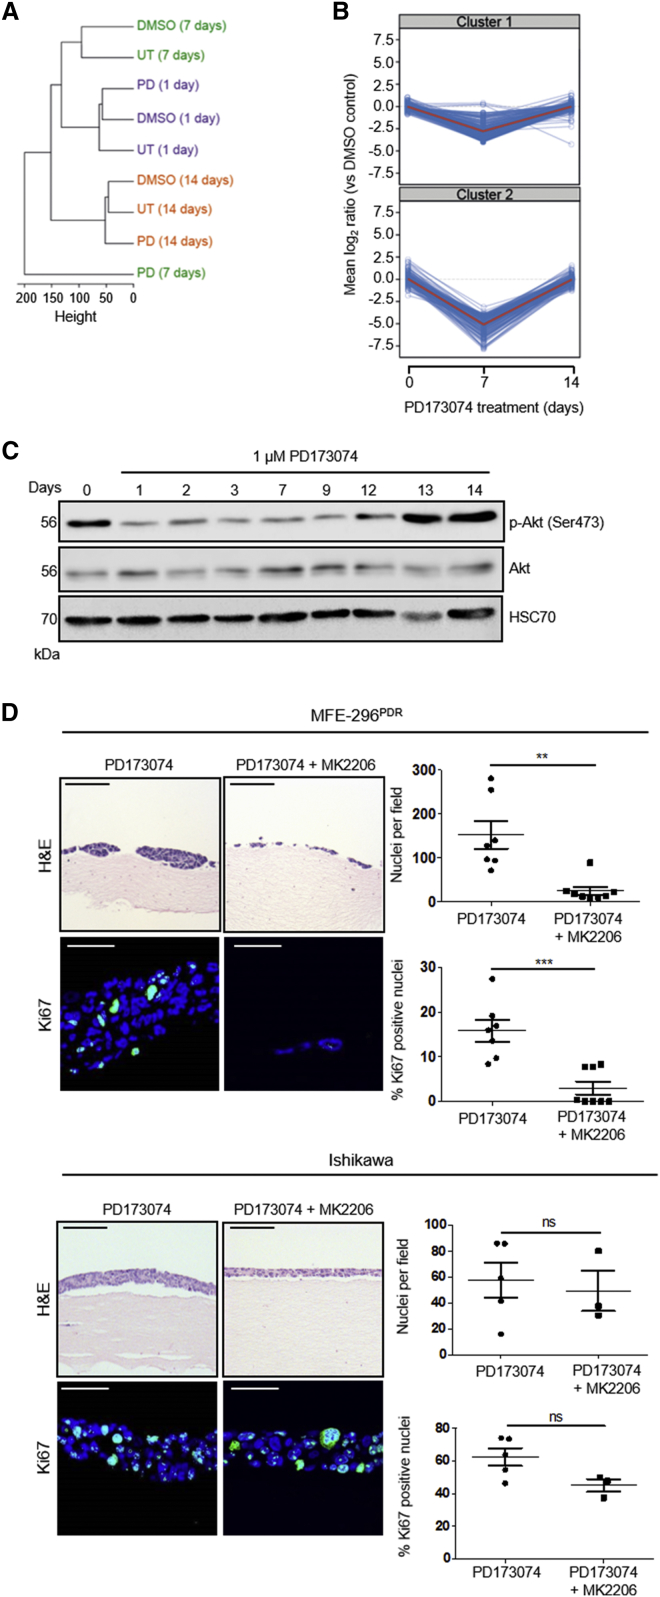
Phosphoproteomic Analysis of Endometrial Cancer Cell Lines Identifies a Pivotal Role for Akt Signaling in FGFR Inhibitor Resistance (A) Dendrogram of the hierarchical clustering (Pearson correlation distance metric) of phosphoproteomic signatures obtained through mass spectrometry of MFE-296 cells treated with DMSO, 1 μM PD173074 (PD), or untreated (UT) over 1, 7, and 14 days. (B) Representation of changes in the phosphoproteome of MFE-296 cells treated with 1 μM PD173074 compared to DMSO controls at 1, 7, and 14 days. (C) Western blot showing changes in pAkt (Ser473) induced by treatment of MFE-296 cells with 1 μM PD173074 over 14 days. Data are representative of three independent experiments. (D) Left: H&E staining and Ki67 staining of MFE-296^PDR^ cells (upper) and Ishikawa cells (lower) grown in organotypic cultures for 7 days. Cells were cultured in 1 μM PD173074 with or without 1 μM MK2206. Right: quantitation of cell number and Ki67 positive nuclei. Data are presented as mean ± SEM. Images are representative of at least three independent experiments. H&E images scale bar, 100 μm; Ki67 images scale bar, 50 μm. ^∗∗∗^p ≤ 0.001, ^∗∗^p ≤ 0.01. H&E images are automatically spliced composites.

Of the 6,706 phosphopeptides identified, 525 were significantly up- or downregulated in samples from cells treated with PD173074, compared to DMSO controls, for at least one time point. These phosphopeptides were grouped according to their temporal profile (Figure S2A). Interestingly, 412 phosphopeptides were downregulated at 7 days treatment with PD173074 and returned to baseline levels after 14 days (Figure 2B).

Kinase substrate enrichment analysis (KSEA) (Casado et al., 2013) was used to determine the upstream kinases of the identified phosphopeptides. This approach identified an enrichment of Akt and Akt-related effectors (Figure S2A), indicating re-establishment of Akt signaling following an initial FGFR inhibitor-induced dampening of the pathway (Figures S2A and S2B). Supporting this, western blotting of cell lysates isolated from MFE-296 cells treated with PD173074 for up to 14 days confirmed that, while total Akt levels remained constant, there was a clear decrease in the levels of pAkt (Ser473), an indicator of Akt activity, which returned to normal within 13 days of continued treatment (Figure 2C).

To investigate the importance of Akt signaling in resistance, MFE-296^PDR^ cells were treated for 14 days with 1 μM PD173074, either alone or in combination with 1 μM MK2206, an allosteric pan-Akt inhibitor (Hirai et al., 2010), in organotypic models. This combination treatment reduced cell number and proliferation significantly, compared to single treatment alone (Figure 2D). In contrast, Ishikawa cells (FGFR2 wild-type) were unaffected by drug combination treatment (Figure 2D), indicating that the effects of PD173074/MK2206 treatment seen in MFE-296 cells were FGFR2 dependent. These data suggest that resurgence of Akt signaling mediates resistance to FGFR inhibition.

### Determining the Mechanism of FGFR Inhibitor Resistance in MFE-296 Cells

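Messenger RNA levels were compared between MFE-296 endometrial cancer cells, which carry an activating FGFR2 mutation, and 2 populations derived from them that are resistant to FGFR inhibitors. MFE-296 AZDR cells are resistant to AZD4547 and MFE-296 PDR cells to PD173074. The deposited data hold 12 Illumina HT12 arrays, 4 for each of the 3 populations. The paper states 2 biological replicates per population, each run in duplicate, so the 4 arrays of a population stand for 2 cultures. Neither the paper's main text nor the sample labels say which arrays are duplicates of the same culture or whether the resistant cells were in drug when RNA was taken, and the supplement was not available. The resistant populations came from continued exposure to drug, so they differ from parental cells in drug selection and in time in culture together. The authors read the arrays in GenomeStudio, whose version is not given, and applied quality control, filtering and normalization there. The non-normalized file gives a mean signal and a detection p for each of 47231 probes. The median raw signal per array had a median of 116.871 in parental cells (range 114.067 to 144.932), 120.368 in MFE-296 AZDR cells (114.363 to 123.233) and 123.927 in MFE-296 PDR cells (118.489 to 135.629). The number of probes detected per array at a detection p under 0.01 had a median of 16694.5 in parental cells (16581 to 17749), 16756.5 in MFE-296 AZDR cells (16603 to 17087) and 16733 in MFE-296 PDR cells (15999 to 16864). Pearson's r across probes was 0.988 to 0.991 between parental arrays, 0.978 to 0.992 between MFE-296 AZDR arrays, 0.982 to 0.993 between MFE-296 PDR arrays, and 0.959 to 0.989 between arrays of different populations. Signals were background-corrected and quantile-normalized with neqc of limma, with an offset of 16, and are given on the log2 scale. A probe was tested when it was detected on at least 4 of the 12 arrays, which kept 17519 probes for 10627 gene symbols. Arrays were averaged in pairs as 2 cultures per population, limma was run for each of the 27 combinations of the possible pairings, and each probe kept its largest p and standard error. The fold change is the same under every pairing. Counts of probes use the Bonferroni adjustment that the paper names, and named genes and gene lists use the Benjamini-Hochberg adjustment, each at an adjusted p under 0.05. Where a probe was detected on no array of a population, its fold is given as a bound ("at least"). The number of cultures limits the precision of every comparison.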

To investigate gene expression changes associated with FGFR inhibitor resistance, MFE-296, MFE-296^AZDR^ and MFE-296^PDR^ cells were assayed in duplicate using an Illumina platform. 

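In MFE-296 PDR cells, 8 of 18 measured genes of cholesterol synthesis rose and 4 of 32 measured genes of proliferation fell against parental MFE-296 cells, and neither list passed limma's camera test with an estimated correlation (adjusted p = 0.597 and adjusted p = 0.647). A simulated list that had changed, its genes drawn independently, did not pass that test either (adjusted p = 0.0536). Not passing it therefore says little about a list. The estimated correlation had a median over pairings of 0.481 for cholesterol synthesis and 0.215 for proliferation, above the preset 0.01 that was also used. The p-values with the preset correlation can therefore be too small. Of the cholesterol synthesis genes 0 fell (16 higher and 0 lower adjusted over the list alone). HMGCS1, the synthase that makes HMG-CoA for the mevalonate pathway, rose by 1.30 ± 0.22 on the log2 scale (standard error, n = 4 arrays from 2 cultures; adjusted p = 0.0119 from limma), and MSMO1, IDI1 and MVK, enzymes of the same pathway, rose by 1.57, 1.20 and 1.14. None of these 4 genes passed the test without array 2, 3 or 4 of MFE-296 PDR cells (highest adjusted p = 0.137 for MSMO1, 0.163 for HMGCS1, 0.263 for IDI1 and 0.188 for MVK), and IDI1 did not without MFE-296 AZDR array 1, 2 or 3 either. All 4 kept their call without MFE-296 PDR array 1. That array correlated less with the other MFE-296 PDR arrays (r = 0.982 to 0.986) than these did among themselves (0.988 to 0.993). Of the other MSMO1 probes, 1 rose by 1.48 (adjusted p = 0.019) and 1 had a log2 fold change of -0.14, which did not pass the test. Of 32 measured genes of proliferation, 4 fell and 0 rose (9 lower adjusted over the list alone), among them RRM2, a subunit of ribonucleotide reductase, with a log2 fold change of -1.14 ± 0.21 (adjusted p = 0.0187; 0.0596 at most with MFE-296 AZDR array 3 or 4 left out). Of 25 measured genes of the type I interferon response, 8 rose and 3 fell (12 and 4 adjusted over the list alone). The interferon-induced genes IFI44 and IFI44L rose by 1.95 ± 0.19 and 1.68 ± 0.17 (adjusted p = 0.00123 and 0.00135), with every MFE-296 PDR array above every parental array. Of 15 measured genes of antigen presentation, 4 rose and 1 fell (8 and 1 adjusted over the list alone). HLA-DPA1, a chain of an MHC class II molecule, rose by 1.64 ± 0.21 (adjusted p = 0.00343) from a parental level near the floor, detected on 1 of 4 arrays, so its size depends on the background correction, and TAP2, a subunit of the peptide transporter, had a log2 fold change of -0.68 (adjusted p = 0.0435), which did not pass without any 1 of several arrays, MFE-296 PDR arrays 2 to 4 among them (highest adjusted p = 0.126). Of 13 measured FOXO target genes, 4 rose and 0 fell (5 higher adjusted over the list alone). PIK3IP1, which inhibits PI3K, rose by 1.38 ± 0.17 (adjusted p = 0.0032). Of 21 measured genes of the PI3K and Akt pathway, 1 rose and 4 fell (1 and 5 adjusted over the list alone). The mean log2 fold change of the list was -0.56 and the median -0.13. Its members PHLDA1 and TRIB2 were known from Fig. 3A to have fallen, so the list is not independent evidence of the direction. PIK3R3, a regulatory subunit of PI3K, rose by 0.93 ± 0.16 (adjusted p = 0.0119), and the 4 that fell were PHLDA1, TRIB2, TRIB3 and AKT1. TRIB3, a pseudokinase that binds Akt, had a log2 fold change of -1.32 ± 0.32 (adjusted p = 0.0459; 0.553 at most with 1 array left out, the call being lost for any array except parental array 4 and MFE-296 PDR array 1). Against all other genes, these lists passed limma's camera test with a preset correlation of 0.01 (adjusted p = 1.94e-08 for cholesterol synthesis, 6.48e-07 for proliferation, 0.00425 for interferon response, 0.00284 for antigen presentation, 0.0287 for FOXO targets and 0.0396 for the PI3K and Akt pathway). With an estimated correlation none of them passed (adjusted p = 0.597 for cholesterol synthesis, interferon response and antigen presentation, and adjusted p = 0.647 for the others). The PI3K and Akt list also lost its call without parental array 1, 2 or 3 or MFE-296 PDR array 2, 3 or 4 (adjusted p up to 0.194), and the FOXO targets without MFE-296 PDR array 4 (adjusted p = 0.0659), and neither passed when probes with a detection p under 0.05 were tested (adjusted p = 0.0759 and 0.0812). Over all tested probes, 40 probes of 34 genes were higher and 31 probes of 24 genes were lower in MFE-296 PDR cells at a Bonferroni-adjusted p under 0.05 from limma. At a Benjamini-Hochberg adjusted p under 0.05 these were 732 probes of 563 genes and 608 probes of 465 genes, of which 270 and 188 probes changed by more than 2-fold. Averaging arrays 1 and 4 and arrays 2 and 3 as cultures gave 92 probes higher and 61 lower in place of the largest p over pairings, no filter on detection gave 9 and 13, and leaving out MFE-296 PDR array 2, 3 or 4 gave 16, 17 and 18 higher.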

We identified 587 probes, corresponding to 522 genes, that were upregulated and 543 probes, corresponding to 485 genes, that were downregulated in MFE-296^PDR^ cells compared to the parental cell line. 

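In MFE-296 PDR cells all 8 measured genes of a list of MAPK transcriptional output and 4 of 13 measured genes of negative feedback on FGFR and ERK signaling fell, and neither list passed limma's camera test with an estimated correlation (adjusted p = 0.597). That test also missed a simulated list that had changed, its genes drawn independently (adjusted p = 0.0536), so it cannot decide here. The estimated correlation had a median over pairings of 0.548 for MAPK output and 0.302 for negative feedback, above the preset 0.01. The p-values with the preset correlation can therefore be too small. SPRY4, a Sprouty protein that inhibits receptor tyrosine kinase signaling, had a normalized log2 intensity of 8.94 ± 0.24 in parental cells and 4.50 ± 0.08 in MFE-296 PDR cells (SD, n = 4 arrays from 2 cultures), where it was detected on no array, at least 12.0-fold lower (adjusted p = 2.74e-05 from limma). DUSP6, a phosphatase that inactivates ERK, went from 10.60 ± 0.11 to 5.00 ± 0.23, at least 37.9-fold lower (adjusted p = 1.66e-05). ETV5, an ETS transcription factor induced by FGF signaling, went from 9.70 ± 0.10 to 4.58 ± 0.37, at least 20.3-fold lower (adjusted p = 0.00013), and its relative ETV4 was at least 6.55-fold lower (adjusted p = 0.000703). CCND1, which encodes cyclin D1, had a log2 fold change of -3.43 ± 0.21 (standard error; adjusted p = 0.000105). For each of these genes every MFE-296 PDR array lay below every parental array. Of the 8 measured genes of a list of MAPK transcriptional output, which also holds PHLDA1, SPRY2 and EPHA2, 8 fell and 0 rose, over all probes and adjusted over the list alone, with a median log2 fold change of -3.51 when the 4 genes with a bound stand at it. Several of its members were known from Fig. 3A to have fallen, so the count is not independent evidence of the direction. Of 13 measured genes of negative feedback on FGFR and ERK signaling, 4 fell and 0 rose (7 lower adjusted over the list alone), among them SPRY2 with -1.19 ± 0.14 and SPRED2, an inhibitor of Raf activation, with -2.42 ± 0.27 (adjusted p = 0.0025 and 0.00207). SPRY2, SPRY4 and DUSP6 of this list were likewise known from Fig. 3A to have fallen. SPRED2 was detected on 2 of 4 MFE-296 PDR arrays, near the floor, so its size depends on the background correction. Of 11 measured FGF receptors and adaptors, 0 rose and 0 fell in limma (2 higher and 1 lower at an unadjusted p under 0.05, and 0 and 1 adjusted over the list alone). The 1 probe annotated to FGFR2 was detected on 2 of the 12 arrays and was not tested, which does not measure the receptor protein that the paper shows by western blot. Of 10 measured other receptor tyrosine kinases, 2 fell and 0 rose (4 lower adjusted over the list alone): EPHA2 with -1.51 ± 0.20 and MERTK with -1.03 ± 0.16 (adjusted p = 0.00498 and 0.0078). EPHA2 was detected on 1 of 4 MFE-296 PDR arrays, near the floor, so its size depends on the background correction. Of 11 measured growth factors, PDGFD alone fell, with a log2 fold change of -2.26 ± 0.14 (adjusted p = 0.000136; 1 lower adjusted over the list alone). Of 14 measured immediate early genes, 2 rose and 0 fell (3 higher and 1 lower adjusted over the list alone): JUN by 0.73 ± 0.16 and KLF6 by 0.58 ± 0.13 (adjusted p = 0.0288 and 0.042), and neither passed without any 1 of several arrays (highest adjusted p = 0.0769 and 0.1). The MSX2 homeobox gene had a log2 fold change of -3.70 ± 0.16 and the pseudokinase gene TRIB2 one of -3.46 ± 0.27 (adjusted p = 1.66e-05 and 0.000446). SCIN, which encodes an actin-severing protein, was at least 7.95-fold lower (adjusted p = 1.75e-05). EMP1, a membrane protein gene, and TIMP1, an inhibitor of metalloproteinases, had log2 fold changes of -2.08 ± 0.19 and -2.01 ± 0.25 (adjusted p = 0.000731 and 0.00345). In limma's camera test with the preset correlation, the adjusted p was 1.66e-11 for MAPK output, 0.000322 for negative feedback, 0.00705 for other receptor tyrosine kinases, 0.999 for FGF receptors, 0.845 for growth factors and 0.728 for immediate early genes. With an estimated correlation the first 3 lists had an adjusted p of 0.597 and none passed. Without background correction the fold decrease of DUSP6 was 12.4, that of ETV5 7.85 and that of SPRY4 5.03, and the adjusted p of other receptor tyrosine kinases was 0.0812 when probes detected at p under 0.05 were tested and 0.155 with no filter.

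**Figure D1:**
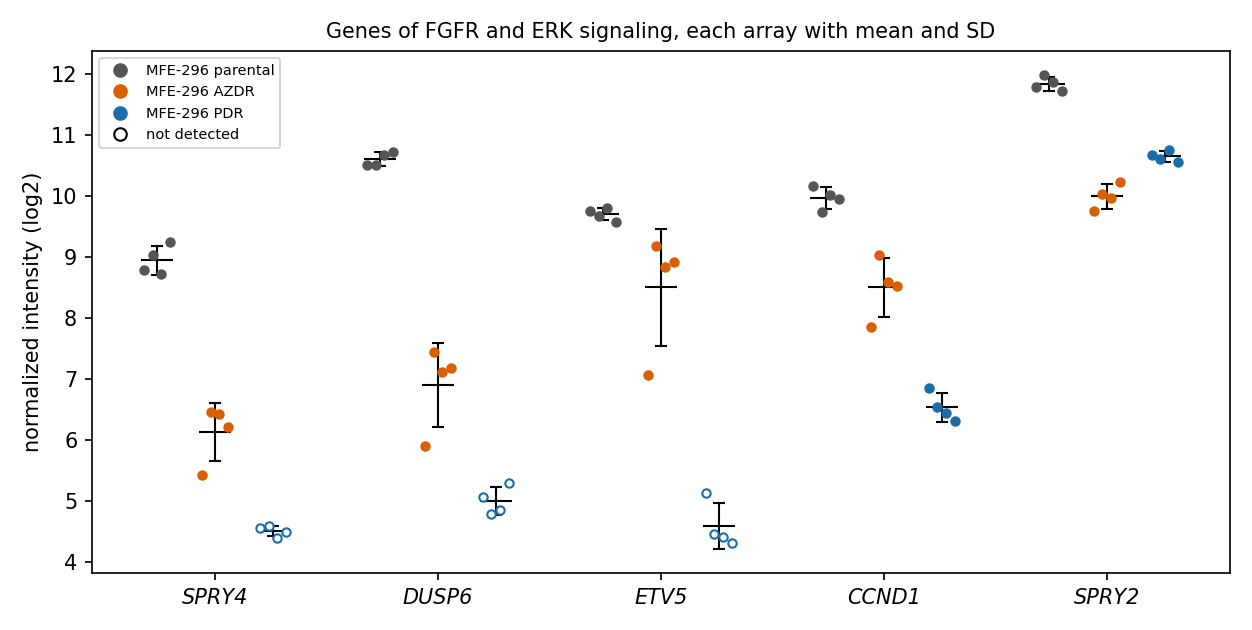
Normalized log2 intensity of SPRY4, DUSP6, ETV5, CCND1 and SPRY2 on each of the 12 arrays, with the mean and SD of the 4 arrays of parental MFE-296, MFE-296 AZDR and MFE-296 PDR cells. Open symbols are arrays on which the probe was not detected. The MFE-296 PDR arrays lie below the parental arrays for all 5 genes.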

Among the top ten downregulated genes (Figure 3A) were several known FGFR signaling targets, including *Sprouty 4* (*SPRY4*) and *Dual specificity phosphatase 6* (*DUSP6*) (Li et al., 2007, Yang et al., 2006). Similarly, among the upregulated genes (Figure S3A), *IGFBP5* was identified, the expression of which is known to be elevated in the absence of FGFR2 in keratinocytes *in vivo* (Grose et al., 2007, Schlake, 2005). 

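IGFBP5, which encodes a secreted protein that binds insulin-like growth factors, rose in MFE-296 PDR cells by 4.07 ± 0.23 on the log2 scale (standard error, n = 4 arrays from 2 cultures; adjusted p = 0.000105 from limma). Its normalized log2 intensity was 9.35 ± 0.34 in parental cells and 13.42 ± 0.19 in MFE-296 PDR cells (SD), with all 4 MFE-296 PDR arrays above all 4 parental arrays. A second IGFBP5 probe rose by 4.15. In MFE-296 AZDR cells the gene rose 11.3-fold (adjusted p = 0.000158). Of 8 measured genes of the IGF axis, 1 rose in MFE-296 PDR cells, IGFBP5, and 1 fell, IRS1, an adaptor of the insulin and IGF receptors, with a log2 fold change of -1.30 ± 0.17 (adjusted p = 0.00431; 2 higher and 2 lower adjusted over the list alone). COL3A1, a collagen chain, rose by 4.73 ± 0.19, SPARC, a matrix glycoprotein, by 3.00 ± 0.24 and DCN, a small proteoglycan, by 2.99 ± 0.25 (adjusted p = 1.41e-05, 0.000309 and 0.000388). Of 10 measured fibroblast markers, 5 rose and 0 fell in MFE-296 PDR cells, over all probes and adjusted over the list alone. LUM, another proteoglycan, rose by 2.56 ± 0.30 (adjusted p = 0.00265). COL1A1 and COL1A2, the chains of type I collagen, rose by 1.28 and 1.16 (adjusted p = 0.0192 and 0.0225), and the latter did not pass without MFE-296 AZDR array 2 or 3 or MFE-296 PDR array 2 or 3 (highest adjusted p = 0.0786). FBLN1, THY1 and PRRX1 had log2 fold changes of 0.00, -0.31 and -0.17, which did not pass the test. COL1A1, FBLN1, THY1 and PRRX1 lie outside the genes fixed for naming and were chosen after their values were seen. ZNF521, a zinc finger transcription factor, was detected on no parental array and was at least 11.9-fold higher in MFE-296 PDR cells (adjusted p = 9.8e-06), the smallest p of all probes in this comparison. CAV1, the main protein of caveolae, rose by 3.71 ± 0.15 and its partner CAV2 by 2.69 ± 0.18 (adjusted p = 1.41e-05 and 0.000195). PIM1, a serine/threonine kinase, rose by 3.07 ± 0.28 and CRYAB, a small heat shock protein, by 2.91 ± 0.39 (adjusted p = 0.000638 and 0.00504). SERTAD4 was at least 5.13-fold and the long noncoding RNA DIRC3 at least 4.43-fold higher (adjusted p = 0.00013 and 0.000324). The fibroblast list passed limma's camera test with the preset correlation (adjusted p = 0.00203) and not with an estimated one (adjusted p = 0.597), and the IGF axis did not pass with the preset one (adjusted p = 0.581).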

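MFE-296 AZDR cells shared many of their largest changes with MFE-296 PDR cells. MSX2 had a log2 fold change of -3.70 ± 0.16 in MFE-296 AZDR cells against parental cells (standard error, n = 4 arrays from 2 cultures; adjusted p = 1.84e-05 from limma), COL3A1 rose by 4.14 ± 0.19 (adjusted p = 1.96e-05), and SCIN, CLIC5, a chloride intracellular channel protein, and CDH11, a cadherin, were at least 8.19-fold, 6.13-fold and 4.74-fold lower. CLIC5 and CDH11 were at least 5.96-fold and 4.61-fold lower in MFE-296 PDR cells. CAV1 rose by 5.03 ± 0.15 (adjusted p = 6.32e-06), more than in MFE-296 PDR cells (difference -1.33 ± 0.15, adjusted p = 0.00769). SPRY4, DUSP6 and CCND1 fell in MFE-296 AZDR cells, with log2 fold changes of -2.82 ± 0.21, -3.69 ± 0.24 and -1.46 ± 0.21 (adjusted p = 0.00021, 0.000112 and 0.00671). Across the 17519 tested probes, the log2 fold changes of both populations had a Pearson correlation (r) of 0.679 and a Spearman correlation of 0.613. Both comparisons share the parental arrays, and simulated unchanged populations that share them gave a median r of 0.499 and at most 0.529. With a separate pair of parental arrays for each comparison, r was 0.567 to 0.588. Genes are not independent replicates. Against parental cells, 51 probes of 41 genes were higher and 25 probes of 17 genes lower in MFE-296 AZDR cells at a Bonferroni-adjusted p under 0.05 (634 and 651 probes by Benjamini-Hochberg). Of these, 22 of the higher and 20 of the lower probes were called in the same direction in MFE-296 PDR cells, and 0 were called in opposite directions. Simulated unchanged populations that share the parental arrays had at most 0 probes called in both. With separate parental arrays 40 to 46 were called in both in the same direction, in a fit that took the arrays as separate samples. With all parental arrays shared, a fit of that kind called 161 in both. The 40 to 46 therefore cannot be set against the 42 called in both by culture means. Between the resistant populations, 2 probes were higher and 10 lower in MFE-296 PDR than in MFE-296 AZDR cells by Bonferroni, and 110 and 144 by Benjamini-Hochberg. Leaving out 1 array gave 0 to 7 higher and 6 to 25 lower between the resistant populations, 28 to 49 higher and 18 to 25 lower in MFE-296 AZDR than in parental cells and 27 to 41 called in both in the same direction, and single pairings gave 4 to 13 and 20 to 30, 65 to 84 and 37 to 50, and 60 to 72. DUSP6 was at least 2.93-fold and ETV5 at least 8.83-fold lower in MFE-296 PDR than in MFE-296 AZDR cells (adjusted p = 0.014 and 0.00249). A second DUSP6 probe hardly differed, with log2 fold changes against parental cells of -3.28 in MFE-296 PDR and -3.19 in MFE-296 AZDR cells. A second ETV5 probe had -3.19 and -1.15. ETV5 had a log2 fold change of -1.20 ± 0.31 in MFE-296 AZDR cells against parental cells, which did not pass the test (adjusted p = 0.0566). MFE-296 AZDR array 1 stands apart here, with a log2 intensity of 7.07 against 8.83 to 9.18 on the other 3, and without it the ETV5 log2 fold change in MFE-296 AZDR cells was -0.73 (adjusted p = 0.0518). It passed for a second probe (-1.15, adjusted p = 0.0488) and with any single pairing of the arrays (adjusted p = 0.0121 to 0.0423). EMP1 and TIMP1 had log2 fold changes of -0.13 and -0.32 in MFE-296 AZDR cells that did not pass the test, and their differences between the populations did (-1.96 and -1.69, adjusted p = 0.00494 and 0.0245). FGF9, a ligand of FGF receptors, rose in MFE-296 AZDR cells by 3.55 ± 0.19, and was lower in MFE-296 PDR cells by a log2 fold change of -3.08 ± 0.19 (adjusted p = 4.11e-05 and 0.00135). Its parental level was near the floor, detected on 2 of 4 arrays, so the size of the rise depends on the background correction. FLRT2, a membrane protein that binds FGF receptors, rose in MFE-296 PDR cells by 2.20 ± 0.17 and was higher there than in MFE-296 AZDR cells by 2.61 ± 0.17 (adjusted p = 0.000407 and 0.00161). Of 32 measured proliferation genes, 20 fell and 0 rose in MFE-296 AZDR cells (30 lower adjusted over the list alone), among them RRM2 with -1.52 ± 0.21 and the cyclin gene CCNA2 with -1.09 ± 0.19 (adjusted p = 0.00671 and 0.0135; CCNA2 0.075 at most with MFE-296 AZDR array 2, 3 or 4 left out). Of 8 measured genes of MAPK output, 7 fell and 0 rose in MFE-296 AZDR cells (8 lower adjusted over the list alone), and of 13 of negative feedback 3 fell and 0 rose (3 lower adjusted over the list alone). Several members of both lists were known from Fig. 3A to have fallen, so these counts are not independent evidence. Of 18 measured cholesterol synthesis genes, 0 rose and 0 fell in MFE-296 AZDR cells in limma (3 and 1 at an unadjusted p under 0.05). In limma's camera test with the preset correlation, the adjusted p in MFE-296 AZDR cells was 3.55e-14 for proliferation, 1.6e-08 for MAPK output, 0.0284 for negative feedback and 0.655 for cholesterol synthesis, and between the populations 5.68e-08 for cholesterol synthesis, higher in MFE-296 PDR cells, and 0.000666 for MAPK output, lower there. With an estimated correlation none passed. In MFE-296 AZDR cells the adjusted p was then 0.942 for cholesterol synthesis and 0.878 for the other 3 lists, and between the populations 0.768. With the preset correlation negative feedback lost its call without MFE-296 AZDR array 1 or 3 or parental array 2 (adjusted p = 0.103, 0.0533 and 0.0598). Without MFE-296 AZDR array 2, 3 or 4 the differences in DUSP6 (highest adjusted p = 0.178) and TIMP1 (0.212) did not pass, nor that in ETV5 without array 2 or 3 (0.0691).

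**Figure D2:**
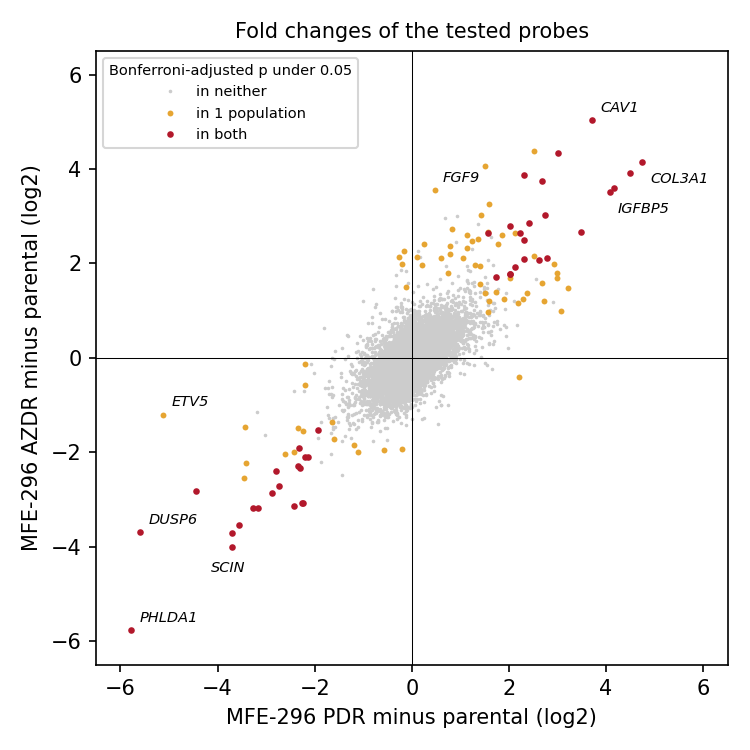
Fitted log2 fold changes of the 17519 tested probes in MFE-296 PDR cells (horizontal) and MFE-296 AZDR cells (vertical) against parental cells. Colors mark probes with a Bonferroni-adjusted p under 0.05 in neither population, in 1 or in both, and the 42 called in both lie in the quadrants where both populations rose or both fell.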

Interestingly, MFE-296^PDR^ and MFE-296^AZDR^ cells displayed strikingly similar changes in gene expression profile (Figures 3A, S3A, and S3B). The gene most significantly downregulated in both cell sub-populations was *PHLDA1* (Figure 3A).

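PHLDA1, which encodes a pleckstrin homology-like domain protein, fell in both resistant populations to near the limit of detection. Its normalized log2 intensity was 11.06 ± 0.08 in parental cells, 5.29 ± 0.41 in MFE-296 AZDR cells and 5.28 ± 0.39 in MFE-296 PDR cells (SD, n = 4 arrays from 2 cultures). In MFE-296 PDR cells its log2 fold change was -5.78 ± 0.22, a 55.1-fold decrease, and in MFE-296 AZDR cells -5.77 ± 0.22, a 54.8-fold decrease (standard errors; adjusted p = 1.41e-05 and 1.55e-05 from limma). The levels in resistant cells lie near the floor of detection of their arrays (5.26 to 5.47), so the size of the fold depends on the background correction, without which it was 15.9 in both populations. It was detected on 2 of the 4 arrays of each resistant population, and every resistant array lay below every parental array. Among 17519 tested probes this probe ranked 1 by the size of its fall and 1 by p among the probes that fell, in each population. By p among all probes it ranked 2 in MFE-296 PDR cells and 3 in MFE-296 AZDR cells, behind probes that rose, ZNF521 in both and also CAV1 in MFE-296 AZDR cells. A second PHLDA1 probe had log2 fold changes of -2.89 and -2.86 and ranked 15 and 11 by fall. The fold of a gene detected on no resistant array, such as DUSP6, ETV5, SPRY4 and SCIN in MFE-296 PDR cells, is known only as a bound, which limits the order of the falls. PHLDA3, the related gene of a protein that competes with Akt for membrane lipids, had log2 fold changes of -0.37 ± 0.17 in MFE-296 PDR and 0.14 ± 0.17 in MFE-296 AZDR cells, which did not pass the test (adjusted p = 0.237 and 0.657). AKT1 had log2 fold changes of -0.75 ± 0.16 and -0.69 ± 0.16 (adjusted p = 0.0307 and 0.0408). A second AKT1 probe had -0.82 and -0.67 (adjusted p = 0.0273 and 0.0541), another had 0.11 and 0.00, and the calls of the first were lost without any 1 of several arrays, MFE-296 PDR arrays 2 to 4 among them (highest adjusted p = 0.0882 and 0.0896). The AKT2 probe was near background, detected on 2 parental, 2 MFE-296 PDR and 0 MFE-296 AZDR arrays. Of the genes that fell most in MFE-296 AZDR cells, RND3 had a log2 fold change of -3.15 ± 0.18 and PDGFD, a platelet-derived growth factor, one of -3.08 ± 0.14 (adjusted p = 4.11e-05 and 2.43e-05). Each was detected on 1 of 4 MFE-296 AZDR arrays, near the floor, so the size of its fall depends on the background correction. TRIB2 and SPRY2 had log2 fold changes of -2.56 ± 0.27 and -1.84 ± 0.14 there (adjusted p = 0.00223 and 0.000233). Without background correction its rank by fall stayed at 1. With arrays 1 and 2 and arrays 3 and 4 averaged it ranked 7 by p among falls in MFE-296 PDR and 5 in MFE-296 AZDR cells, and without MFE-296 PDR array 4 it ranked 2 by fall in MFE-296 PDR cells. The paper states that no gene was more strongly downregulated in the resistant populations and, from western blots of PHLDA1 protein in MFE-296 and AN3CA cells, proposes that its stable downregulation is a common response to FGFR inhibition in these lines. It further proposes that lower PHLDA1 reduces the amount of PIP_3_ that Akt needs for its activation.

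**Figure D3:**
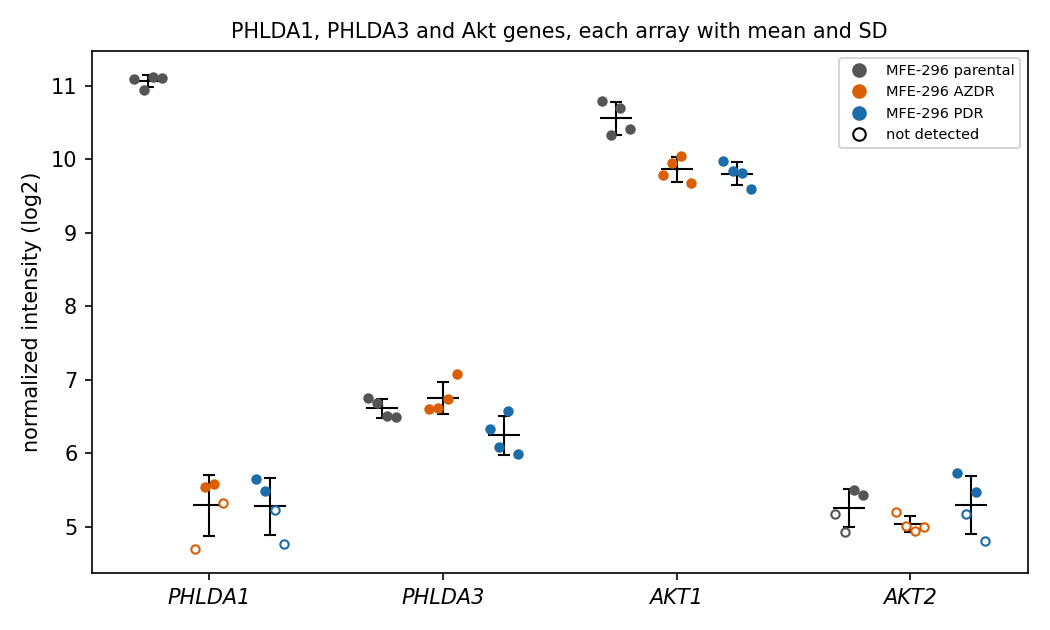
Normalized log2 intensity of PHLDA1, PHLDA3, AKT1 and AKT2 on each of the 12 arrays, with the mean and SD of the 4 arrays of each population. Open symbols are arrays on which the probe was not detected. AKT2 lies near background in all 3 populations. PHLDA1 lies near 11.06 in parental cells and near 5.29 and 5.28 in the resistant populations.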

**Figure 3:**
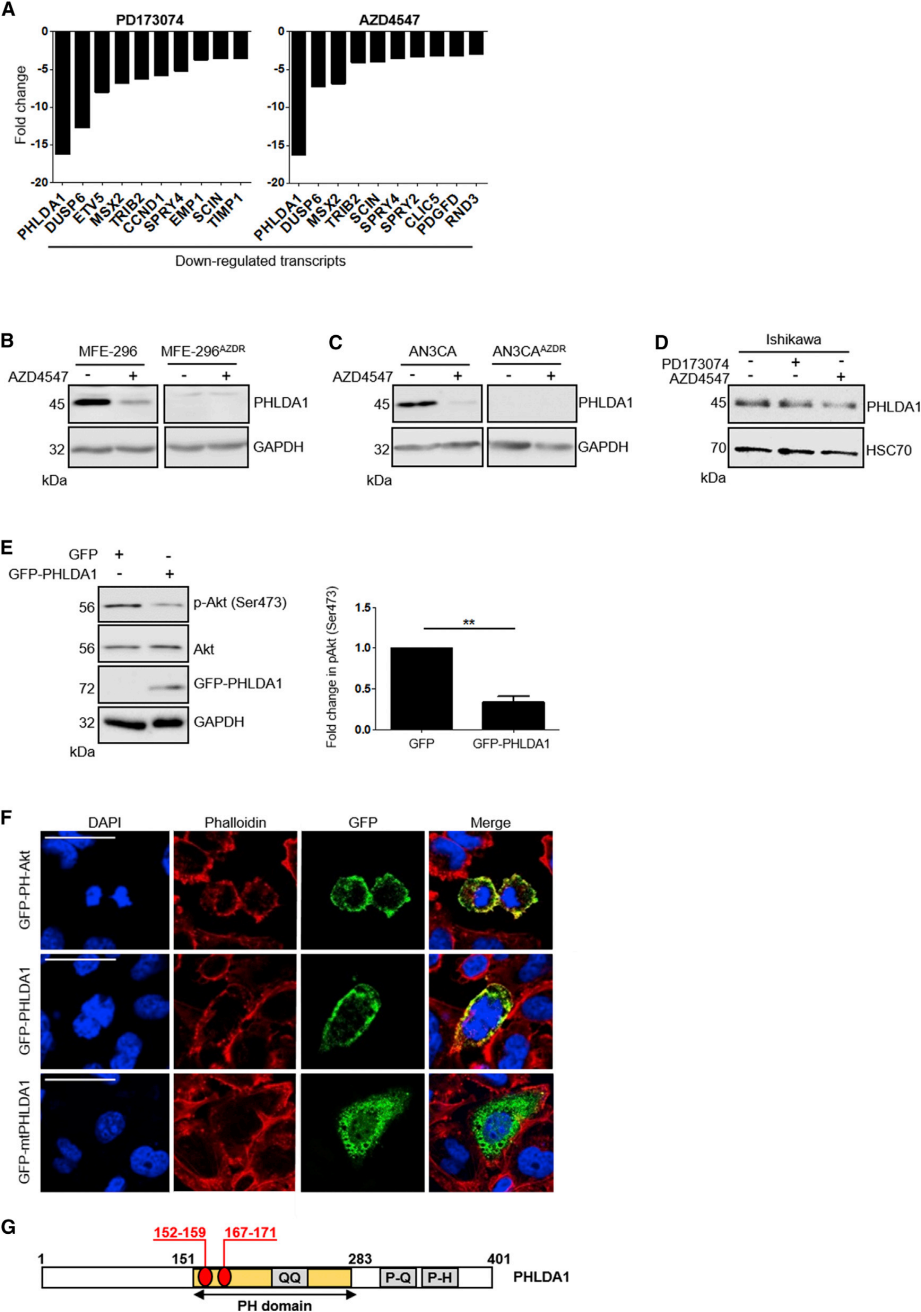
PHLDA1 Negatively Regulates Akt and Is Downregulated in FGFR Inhibitor-Resistant Endometrial Cancer Cell Lines (A) Top ten downregulated genes in MFE-296^PDR^ cells (left) and MFE-296^AZDR^ cells (right) compared to parental controls, identified by microarray analysis. (B–D) Western blot showing downregulation of PHLDA1 levels in parental MFE-296 (B) and AN3CA (C) cells following treatment with 1 μM AZD4547 for 24 hr and persistent downregulation of PHLDA1 in MFE-296^AZDR^ and AN3CA^AZDR^ cells following removal of 1 μM AZD4547 for 24 hr. PHLDA1 levels in Ishikawa cells (D) were unaffected by FGFR inhibitor treatment. (E) Left: western blot showing reduced p-Akt (pSer473) in HCC1954 cells following transfection with GFP-PHLDA1. Right: quantitation of p-Akt (Ser473), normalized to total Akt and GAPDH. Data are presented as mean fold change ±SEM in p-Akt (Ser473) ^∗∗∗^p ≤ 0.001. (F) MFE-296 cells were transfected with constructs encoding GFP-PHLDA1, GFP-mtPHLDA1, or GFP-PH-Akt for 48 hr prior to fixation. Nuclei were labeled with DAPI, and F-actin was visualized using Alexa Fluor 546 Phalloidin (red). Scale bar, 50 μm. (G) Domain organization of PHLDA1. PH domain, pleckstrin homology domain; QQ, polyglutamine tract; P-Q, proline-glutamine rich tract; P-H, proline-histidine rich tract. Residues deleted in mtPHLDA1 are indicated in red.

PHLDA1 protein levels were decreased significantly in parental MFE-296 cells upon treatment with 1 μM AZD4547 or PD173074 for 7 days, and PHLDA1 protein was absent from MFE-296^AZDR^ and MFE-296^PDR^ cells, even following culture in drug-free medium (Figures 3B and S3C). These data were recapitulated in AN3CA and AN3CA^AZDR^ cells (Figure 3C), suggesting that stable downregulation of PHLDA1 levels is a common response to FGFR inhibition in these FGFR2-driven cancer cell lines. In line with this, PHLDA1 levels were unaffected in FGFR2 wild-type Ishikawa cells following PD173074 treatment (Figure 3D).

We next sought to determine whether PHLDA1 could regulate the activity of Akt, as has been previously implicated (Durbas et al., 2016, Li et al., 2014), thus providing a link between our proteomic and microarray datasets. Expression of a GFP-tagged PHLDA1 construct in the breast cancer cell line HCC1954 reduced the levels of pAkt (S473), suggesting negative regulation of Akt activation (Figure 3E). We also generated a mutant PHLDA1 construct wherein amino acid residues 152–159 and 167–171, corresponding to the predicted sites required for phosphatidyl-3, 4, 5-trisphosphate (PIP_3_) binding (Kawase et al., 2009), have been removed. This construct failed to localize to the cell membrane, unlike the wild-type counterpart, suggesting a requirement of a functional PH domain in the function of PHLDA1 (Figures 3F and 3G).

### Knockdown of PHLDA1 Confers Resistance to FGFR Inhibition

Having identified *PHLDA1* as a significantly downregulated gene in resistant cell populations, we examined whether PHLDA1 loss alone was sufficient to confer resistance in parental cell lines. We engineered four lentiviral short hairpin RNA (shRNA) constructs (three targeting PHLDA1 and one scrambled non-targeting control) and generated cell lines stably expressing each shRNA. After 14 days of culture, MFE-296 cells expressing scrambled shRNA sequences showed a marked reduction in cell number when exposed to 1 μM AZD4547, compared with DMSO controls (Figure 4A). Proliferation was unaffected between treated and untreated scrambled shRNA cells at 14 days of culture, indicating the scrambled controls had developed resistance akin to wild-type cells. Strikingly, this AZD4547 induced reduction in cell number was ameliorated significantly when PHLDA1 shRNA sequences were expressed, suggesting the acquisition of *de novo* resistance (Figure 4A). Effective knockdown of PHLDA1 at the protein level in MFE-296 cells was confirmed prior to embedding cells into mini-organotypic gels (Figure 4B).

**Figure 4:**
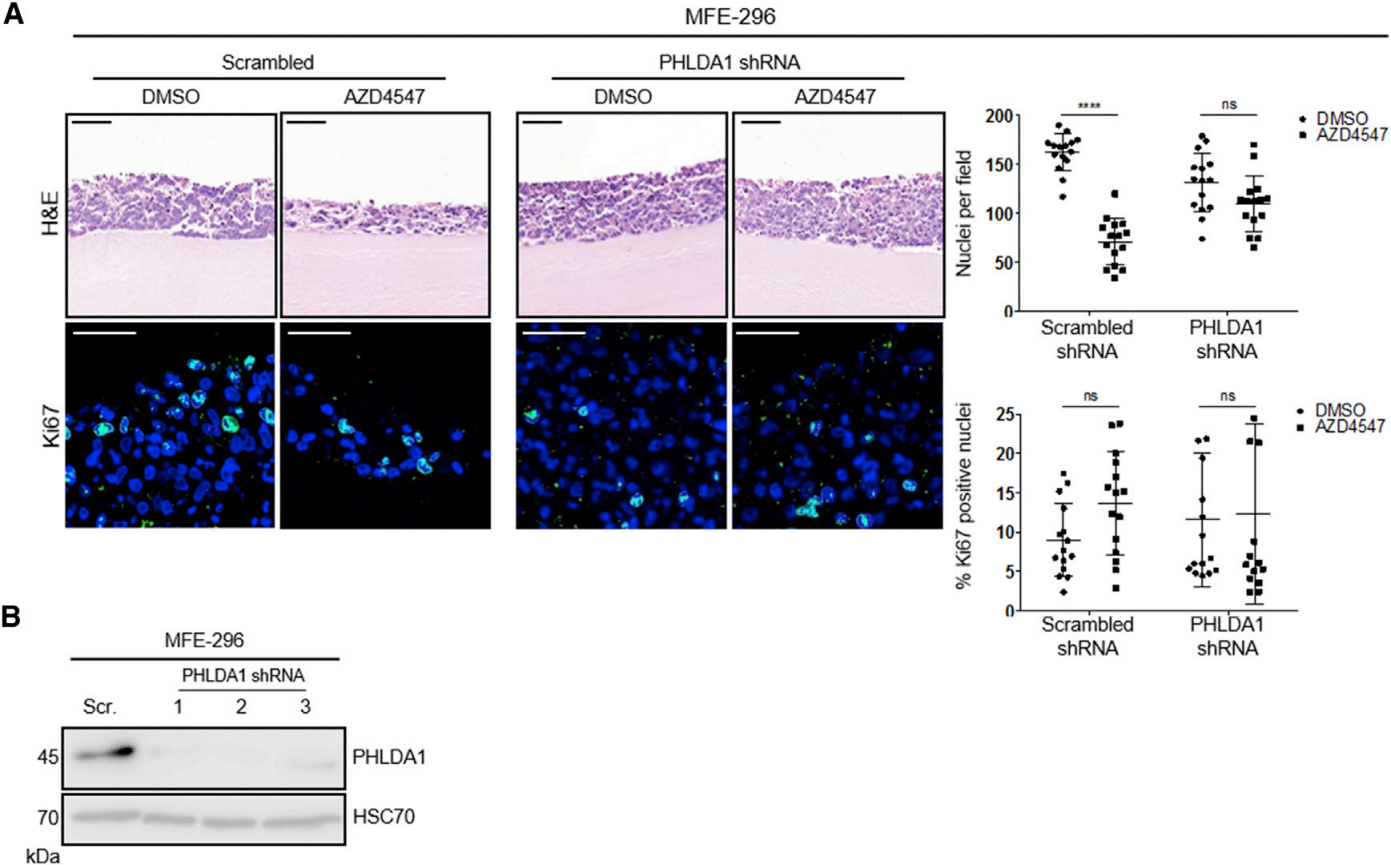
PHLDA1 Downregulation Confers *De Novo* Resistance to FGFR Inhibitors (A) Upper: H&E staining of MFE-296 cells expressing either scrambled or PHLDA1 shRNA, grown in mini-organotypic cultures for 14 days with or without 1 μM AZD4547. Lower: Ki67 staining with nuclei counterstained by DAPI. Images are representative of three independent experiments conducted with three distinct shRNA sequences. Right: quantitation of cell number and percentage of Ki67 positive nuclei. Data are presented as mean ± SEM. H&E image scale bar, 100 μm; Ki67 image scale bar, 50 μm. ^∗∗∗^p ≤ 0.001. H&E images are automatically spliced composites. (B) Western blot analysis of PHLDA1 levels in MFE-296 expressing either scrambled or PHLDA1 shRNA.

### Recovery of PHLDA1 Expression Re-sensitizes Resistant Cells to FGFR Inhibitors

Having determined that PHLDA1 downregulation was associated with an ability to grow in the presence of FGFR inhibitor, we investigated whether rescuing the expression of PHLDA1 was sufficient to re-sensitize cells resistant to FGFR inhibitors. Full-length human PHLDA1 was cloned into a doxycycline inducible lentiviral construct and transduced into parental and AZD4547-resistant AN3CA and MFE-296 cells. As expected, parental AN3CA cells remained exquisitely sensitive to AZD4547, irrespective of PHLDA1 overexpression (Figure 5A, upper panel). However, AN3CA^AZDR^ cells, which showed similar growth in 1 μM AZD4547 as parental AN3CA cells did in the absence of drug, were completely re-sensitized to both FGFR inhibitors through the induction of PHLDA1 expression (Figure 5A, lower panel). Moreover, PHLDA1 induction in resistant cells in the absence of drug had no effect on cell growth (Figure S4). Efficacy of PHLDA1 induction was confirmed by western blot (Figure 5B), and the data were recapitulated in MFE-296 cells (Figures 5C and 5D), confirming that re-expression of PHLDA1, while having no effect on non-FGFR-inhibitor-treated cells, was sufficient to re-sensitize drug-resistant cells.

**Figure 5:**
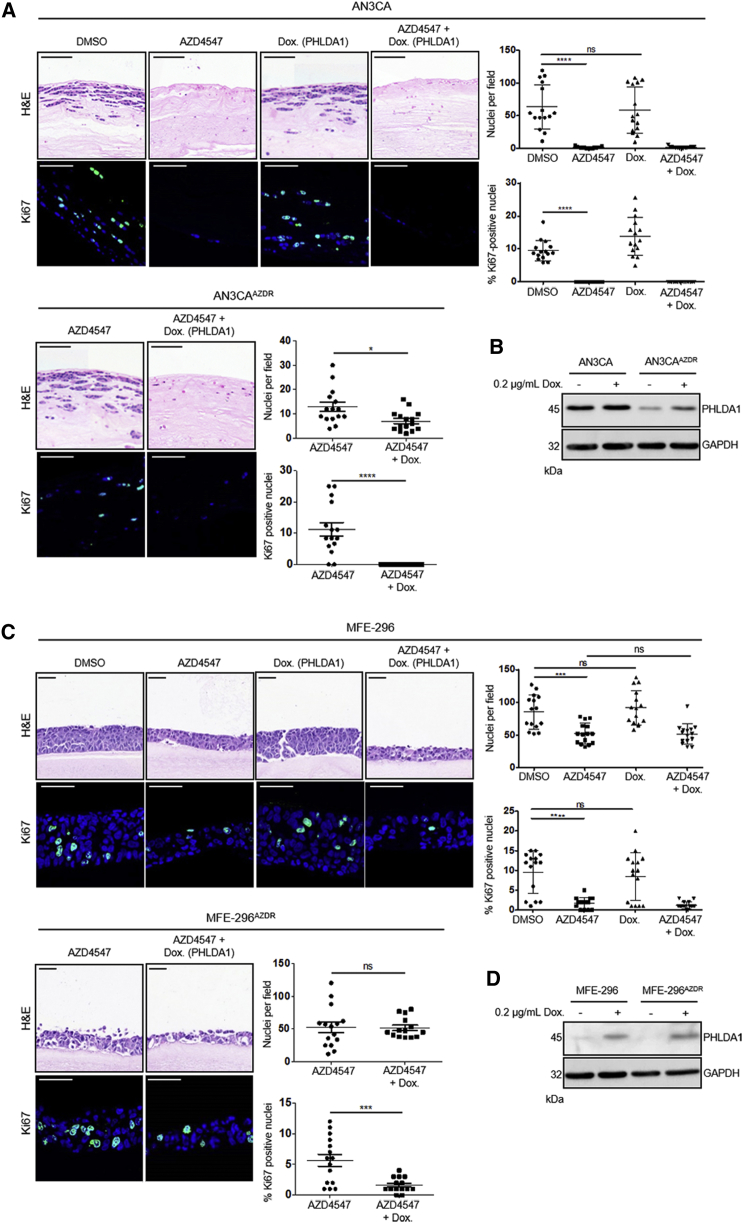
Recovery of PHLDA1 Expression Re-sensitizes Resistant Cells to FGFR Inhibitors (A and C) Upper: H&E staining of parental and AZD4547-resistant AN3CA (A) and MFE-296 cells (C) containing a doxycycline-inducible PHLDA1 expression construct. Cells were grown in mini-organotypic cultures for 7 days with or without 1 μM AZD4547 and 0.2 μg/mL doxycycline. Lower: Ki67 staining with nuclei counterstained by DAPI. Right: quantitation of cell number and percentage of Ki67 positive nuclei. Data are presented as mean ± SEM. Images are representative of at least three independent experiments. H&E image scale bar, 100 μm; Ki67 image scale bar, 50 μm. ^∗∗∗^p ≤ 0.001. H&E images are automatically spliced composites. (B and D) Western blot showing PHLDA1 levels in parental and resistant AN3CA cells (B) and MFE-296 cells (D) following doxycycline treatment. Data are representative of three independent experiments.

### PHLDA1 Mediates Resistance to RTK-Targeted Therapies in Breast Cancer

Having determined that PHLDA1 downregulation can underpin tyrosine kinase inhibitor resistance in endometrial cancer cell lines, we investigated whether this was a more global phenomenon in resistance to RTK-targeted therapy. We examined Human Epidermal Growth Factor Receptor 2 (HER2) positive breast cancers as not only is this RTK overexpressed in 25%–30% of breast cancers, but also 70% of patients develop resistance to the current frontline therapy, the HER2-targeted monoclonal antibody, trastuzumab (Moore et al., 2014, Slamon et al., 2001).

PHLDA1 levels were reduced significantly in the HER2^+^ breast cancer cell line, MCF7/HER2-18 (Yu et al., 1996), following exposure to trastuzumab (Figure 6A). Similar to endometrial cancer cells, knockdown of PHLDA1 alone, by 48-hr treatment with small interfering RNA (siRNA), was sufficient to generate *de novo* resistance to trastuzumab (Figures 6B and S5A).

**Figure 6:**
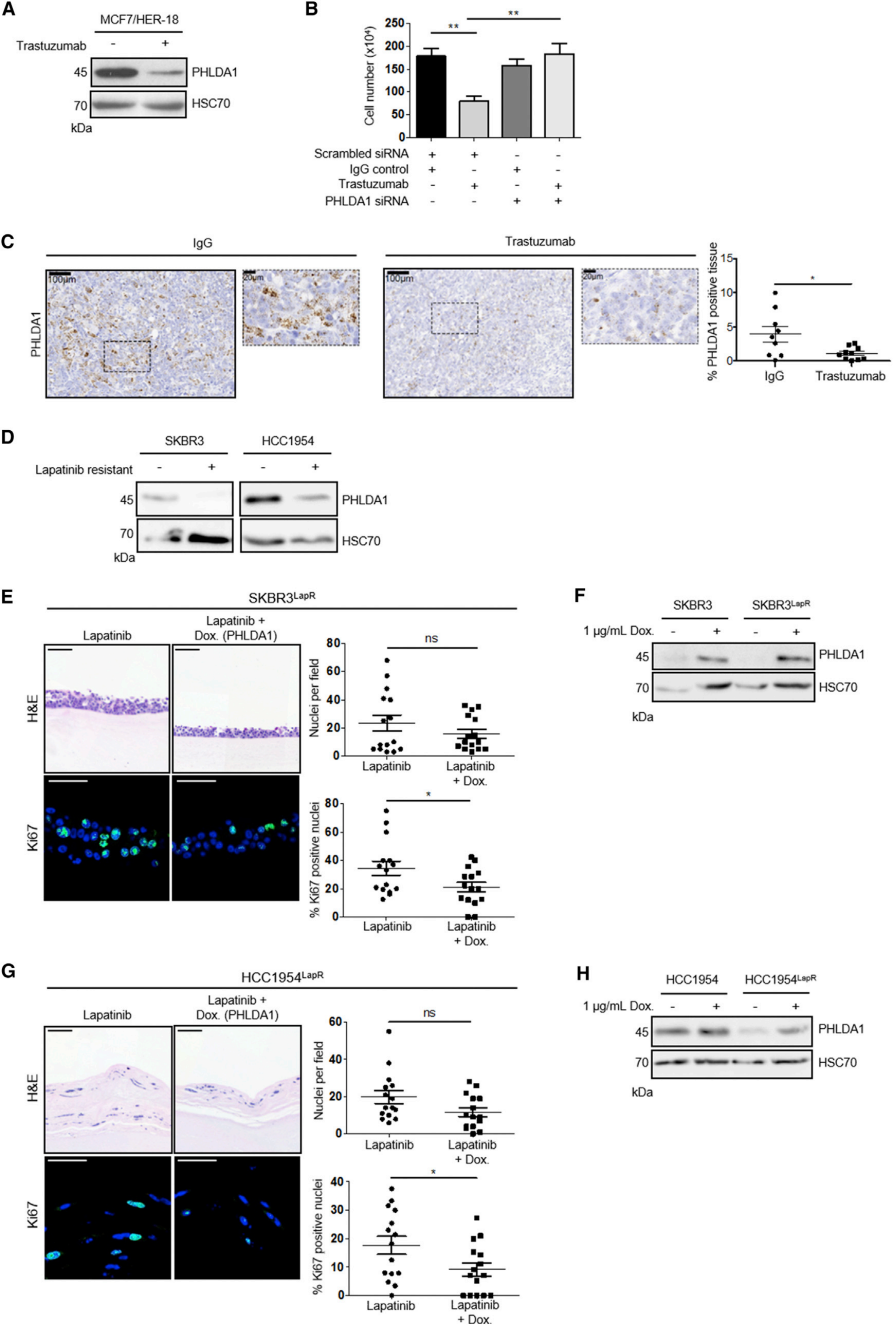
PHLDA1 Levels Regulate Sensitivity to Trastuzumab and Lapatinib Treatment (A) Western blot analysis of PHLDA1 levels in MCF7/HER2-18 cells cultured with 1 μM trastuzumab or IgG control for 72 hr. (B) MCF7/HER2-18 cell number following 3-day treatment with 1 μM trastuzumab preceded by 48-hr siRNA knockdown of PHLDA1 or scrambled control. (C) *In situ* hybridization for PHLDA1 expression in MCF7/HER2-18 xenograft tumors. Four-week-old tumors from mice treated with an IgG control showed strong PHLDA1 mRNA expression (brown), whereas treatment with trastuzumab resulted in significantly weaker staining, as shown in graph on right. Sections were counterstained with hematoxylin, and dotted boxes represent zoomed-in areas. Data are presented as mean ± SEM from at least eight mice for each condition. ^∗^p ≤ 0.05, ^∗∗^p ≤ 0.01, compared with IgG controls. (D) Western blot showing PHLDA1 levels in parental and lapatinib-resistant SKBR3 and HCC1954 cells treated with 2 μM lapatinib or DMSO control for 48 hr. (E and G). Upper: H&E staining of SKBR3^LapR^ (E) and HCC1954^LapR^ cells (G) containing a doxycycline-inducible PHLDA1 expression construct. Cells were grown in mini-organotypic cultures for 7 days with or without 2 μM lapatinib and 1 μg/mL doxycycline. Lower: Ki67 staining with nuclei counterstained by DAPI. Right: quantitation of cell number and Ki67-positive nuclei. Data are presented as mean ± SEM. Images are representative of at least three independent experiments. H&E image scale bar, 100 μm; Ki67 image scale bar, 50 μm. ^∗∗∗^p ≤ 0.001. H&E images are automatically spliced composites. (F and H) Western blot showing PHLDA1 levels in parental and resistant SKBR3 cells (F) and HCC1954 cells (H) following treatment with doxycycline.

To examine this further in an *in vivo* setting, MCF7/HER2-18 cells were injected subcutaneously into immunodeficient mice, which subsequently received biweekly intraperitoneal injections of trastuzumab or immunoglobulin G (IgG) control for 4 weeks, as outlined previously (Moore et al., 2014). *In situ* hybridization for PHLDA1 showed significantly decreased mRNA levels upon trastuzumab treatment (Figure 6C), suggesting that downregulation of PHLDA1 might be a common response to RTK inhibition *in vitro* and *in vivo*.

In support of this, we determined the importance of PHLDA1 expression in parental and lapatinib-resistant populations of two further HER2^+^ breast cancer cell lines, SKBR3 and HCC1954. These resistant cell lines were generated through exposure to increasing concentrations of lapatinib and showed a marked reduction in sensitivity to lapatinib compared to parental counterparts (Figure S5B–S5E). In both lines, lapatinib-resistant populations showed a dramatic decrease in PHLDA1 protein levels (Figure 6D). Rescue of PHLDA1 in mini-organotypic models, using the same doxycycline inducible approach as above, led to a significant decrease in cell proliferation in lapatinib-resistant cell lines (Figures 6E–6H). Importantly, both SKBR3 and HCC1954 parental lines showed exquisite sensitivity to lapatinib treatment and were unaffected by induction of PHLDA1 above baseline levels (Figures S5F and S5G). Again, these data demonstrate that re-expression of PHLDA1 alone is sufficient to re-sensitize cells to RTK inhibition.

Since the development of RTKi resistance in our endometrial cancer model was dependent on a resurgence in Akt activity (Figure 2D), we examined whether the re-sensitization of resistant cells following PHLDA1 induction was mediated by a suppression of Akt signaling. Indeed, induction of PHLDA1 expression in both endometrial and breast cancer models resulted in a marked decrease in Akt phosphorylation (Figure S6A). This regulation of Akt activation was shown to be dependent on PHLDA1 PH domain function, since induction of mtPHLDA1 did not affect pAkt (Ser473) levels (Figure S6B). Importantly, HCC1954^LapR^ cells could not be re-sensitized to lapatinib treatment by expression of mtPHLDA1 (Figure S6C).

### Human Tumors Treated with RTK Inhibitors Show Lower PHLDA1 Expression Compared to Untreated Controls

To investigate whether PHLDA1 expression is downregulated in human tumors treated with RTK inhibitors, three Affymetrix datasets were obtained from the NCBI GEO database and the expression of PHLDA1 was compared between treated and untreated tumor samples. We examined locally advanced non-metastatic renal tumors treated with the PDGFR/VEGFR inhibitor sunitinib, metastatic breast cancers treated with docetaxel in combination with sunitinib, and metastatic ER^+^ breast tumors treated with tamoxifen in combination with the PDGF/VEGFR/Ras/Raf/MAPK inhibitor sorafenib (Figure S5H). In all cases, patients treated with an RTK inhibitor exhibited reduced PHLDA1, suggesting that PHLDA1 downregulation occurs in response to RTK inhibition in multiple tumor types.

## Discussion

Targeted therapies entering the clinic provide a powerful means to treat RTK-driven cancers. However, with this comes the challenge of cancers developing resistance, rendering the therapy ineffective (Holohan et al., 2013, Garraway and Jänne, 2012, Glickman and Sawyers, 2012). Identifying markers predictive of patient response to treatment, and methods to circumvent resistance, are thus of great importance for the continued use of targeted approaches in cancer treatment.

Here, we have utilized endometrial cancer cell lines harboring driver mutations in FGFR2 (Byron et al., 2008, Dutt et al., 2008, Pollock et al., 2007) as a platform to identify mechanisms of tyrosine kinase inhibitor (TKI) resistance. As FGFR mutations account for approximately 16% of endometrial cancers, they present an attractive target for therapy either as single agents or in combination with conventional chemotherapy (Byron et al., 2012, Konecny et al., 2013). However, due to a high prevalence of chemotherapy resistance in endometrial cancer (Chaudhry and Asselin, 2009), the potential impact of FGFR therapies is challenged. MFE-296 cells readily acquired resistance to the FGFR inhibitors PD173074 and AZD4547 following continued exposure in 2D and 3D cultures. AN3CA cells were consistently more sensitive to FGFR inhibition but nevertheless developed resistance to FGFR inhibitors through persistent exposure.

Acquisition of resistance to FGFR inhibitors has been reported previously (Packer et al., 2017), but the mechanistic basis of this remains to be elucidated. Through phosphoproteomic analysis of resistant cells, we identified a recovery in Akt-mediated signaling following FGFR inhibition. Recovery of the PI3K/Akt pathway has previously been suggested as a driver of resistance following RTK inhibition (Goltsov et al., 2011), and this is also true for FGFR-driven cancers (Singleton et al., 2015, Wang et al., 2017, Datta et al., 2017, Packer et al., 2017). Crucially, inhibition of FGFR and Akt signaling in our models was sufficient to prevent the acquired resistance to FGFR inhibition, demonstrating that recovery of Akt signaling confers resistance to FGFR inhibition.

PI3K/Akt signaling is frequently deregulated in cancer, making inhibition of this pathway an attractive approach (Foster et al., 2012). However, cancers are also capable of developing resistance to PI3K directed therapies, which are often mediated through the MEK pathway, another prominent driver of cell growth and survival (Hoeflich et al., 2009, Wee et al., 2009). Thus, combination treatments are a potential method to overcome resistance to a single agent. This approach has been demonstrated to be effective with combined treatments of PI3K and MEK-targeted therapeutics, but at the expense of severe dose-limiting toxicities (Shimizu et al., 2012). A more effective strategy will therefore arise from the identification, and therapeutic targeting, of novel resistance pathways that are not themselves critical for normal cell function.

To determine the changes in gene expression that underpinned the recovery in Akt signaling, we compared gene expression profiles of MFE-296 endometrial cancer cells, resistant to two distinct FGFR inhibitors, with that of parental cells. The most striking result from our microarray analysis was that, in both populations of resistant endometrial cancer cell lines, the Pleckstrin Homology-Like Domain-containing protein, PHLDA1, was the most strongly downregulated gene. PHLDA1 has been shown to negatively regulate Akt activation (Durbas et al., 2016, Li et al., 2014), and the concurrent downregulation of PHLDA1 and resurgence of Akt signaling observed in our model suggested a role for PHLDA1 loss in the development of TKI resistance. Indeed, our experiments showed that PHLDA1 downregulation is critical for resistance to FGFR inhibition; not only does PHLDA1 knockdown confer *de novo* resistance in parental cell lines, but re-expression in resistant lines is sufficient to re-sensitize cells to FGFR inhibition.

Despite the robust effect on resistance of manipulating PHLDA1 in our model systems, other genes identified in our microarray analysis may be involved in resistance. Indeed, DUSP6 downregulation has been implicated in resistance to EGFR-targeted therapy in lung cancer (Phuchareon et al., 2015). However, this resistance mechanism was driven through the reactivation of the ERK pathway despite the continued suppression of Akt, whereas in our system resurgence in Akt signaling is required for resistance.

Our data also suggest that PHLDA1 loss in resistance is not a response restricted to FGFR inhibition but may reflect a more global mechanism of resistance to RTK inhibition. PHLDA1 loss is able to confer resistance to trastuzumab in both *in vitro* and *in vivo* models of HER2^+^ breast cancer. Moreover, as with our endometrial cancer cell lines, re-expression of PHLDA1 re-sensitizes lapatinib-resistant HER2^+^ breast cancer cells. PHLDA1 loss has been observed in response to HER2-targeted therapy (Li et al., 2014), but here we demonstrate that loss of PHLDA1 alone is sufficient to account for this resistance. Mining publically available clinical datasets, we identified expression of PHLDA1 in breast and renal tumors from patients treated with PDGFR/VEGFR inhibitors, either alone or in combination with other therapies, was significantly lower than in tumors from patients treated with chemotherapy or hormone therapy alone, further supporting a broader role for PHLDA1 loss as a mechanism of resistance to kinase inhibitors.

PHLDA1 was originally identified as a pro-apoptotic protein involved in T cell receptor activation-induced apoptosis (Frank et al., 1999, Park et al., 1996) and has since been shown to inhibit cell proliferation and invasion in a number of cell types (Bonatto et al., 2017, Johnson et al., 2011, Neef et al., 2002, Oberst et al., 2008, Gomes et al., 1999). The mechanistic basis for these cellular functions of PHLDA1 is largely unknown. The PHLDA1 PH domain shares high sequence homology with the PH domain of the related protein PHLDA3, which has been shown to compete with Akt for binding to PIP_3_ (Kawase et al., 2009). We have demonstrated that PHLDA1 expression is capable of suppressing Akt activity and also localizes to the plasma membrane in a PH-domain-dependent manner, suggesting that PHLDA1 can regulate Akt in a similar fashion to PHLDA3. Our data, together with these published findings, support a model where loss of PHLDA1 during sustained TKI treatment allows for sufficient Akt recruitment to residual PIP_3_ in order to maintain cell proliferation and survival (Figure 7).

**Figure 7:**
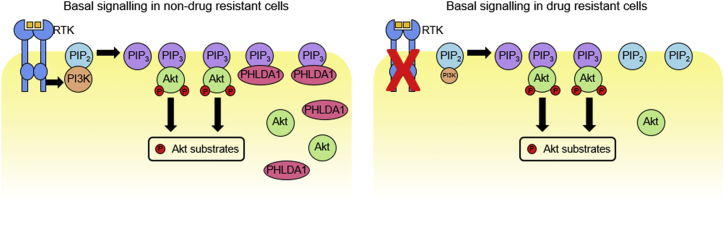
Model for PHLDA1 Silencing as a Mechanism of Acquired Drug Resistance In normal growth conditions (left), strong PI3K activity results in generation of ample PIP_3_ at the cell membrane. This enables the recruitment of Akt and PDK1 (not shown), resulting in Akt phosphorylation and subsequent activation. PHLDA1 can buffer this signaling by competing for free PIP_3_. When RTK activity is blocked by pharmacological inhibition (right), PI3K activity is reduced, leading to a reduction in free PIP_3_. This results in decreased Akt signaling, and reduced cell division/survival. Cells can establish resistance by silencing *PHLDA1* expression, thus removing the competition for free PIP_3_ binding. This would allow Akt signaling to recover, even in the absence of a strong RTK driver.

It remains to be determined whether initial PHLDA1 expression in a tumor influences the response to treatment and whether this can be used to identify patients who are likely to develop resistance. The potential for PHLDA1 as a prognostic factor in cancer appears to be context specific, as high expression is associated with poor prognosis in ER^+^ breast cancers (Kastrati et al., 2014), and contributes to intestinal and pancreatic tumorigenesis (Oberg et al., 2004, Sakthianandeswaren et al., 2011), while low expression is a poor indicator in ER^–^ cancers (Johnson et al., 2011, Nagai et al., 2007), and is linked with cancer progression in melanoma (Neef et al., 2002) and gastric adenocarcinoma (Zhao et al., 2015).

We have identified PHLDA1 downregulation as a mechanism by which cancer cells can develop resistance to RTK-targeted therapy. Our data support a model whereby co-activation of downstream signaling pathways leads to drug resistance (Stommel et al., 2007). We propose that, by lowering PHLDA1 levels, the threshold level of PIP_3_ required for sufficient Akt activation is reduced, allowing the relatively weaker PI3K activity downstream of alternative RTKs to generate sufficient signaling to support cell proliferation. Thus, PHLDA1 may represent a useful biomarker to identify patients who will develop resistance to cancer therapeutics, and targeting PHLDA1 regulation presents an attractive prospect for preventing drug resistance in cancer patients.

## Experimental Procedures

Further details and an outline of resources used in this work can be found in Supplemental Experimental Procedures.

### 3D Organotypic Model

Organotypic cultures were prepared following a modified version of a previously published protocol (Chioni and Grose, 2012). Briefly, collagen/Matrigel gels containing 5 × 10^5^ human foreskin fibroblasts (HFF2) cells/mL were overlaid with 1 × 10^6^ cancer cells/mL and raised to an air-liquid interface upon a nylon-membrane covered metal grid in a 6-well plate. At the relevant time point, gels were fixed in 10% neutral buffered formalin, bisected and dehydrated in 70% ethanol before paraffin embedding.

The mini-organotypic model was modified from a previously described protocol (Coleman et al., 2014). A collagen/Matrigel gel containing 6.25 × 10^4^ HFF2 cells was prepared in a 24-well plate transwell insert (Corning, 3412) and overlaid with 1.25 × 10^5^ cancer cells. Cells were left to adhere to the gel then subsequently cultured at the air-liquid interface. Gels were formalin fixed, paraffin embedded and sectioned as described above.

### Western Blotting

Cell lysates were prepared using RIPA buffer (Millipore) supplemented with protease (Millipore) and phosphatase (Millipore) inhibitor cocktails. Denatured proteins (20–40 μg) were separated by electrophoresis on 4%–12% Bis-Tris gels (NuPAGE Novex; Invitrogen). Proteins were subsequently transferred onto nitrocellulose membranes, blocked with 5% milk, and incubated with primary antibody, diluted 1:1,000 in 3% BSA/PBS. All antibodies were rabbit polyclonal unless otherwise stated: anti-Akt (Cell Signaling Technology, 9272S), anti-ERK (Millipore, 06-182), anti-FGFR2 (Santa Cruz, sc-122), anti-FRS2 (Santa Cruz, sc-8318), anti-HSC70 (mouse monoclonal; Santa Cruz, sc-7298), anti-p-Akt (Ser473) (Cell Signaling Technology, 9271S), anti-p-ERK (Thr202/Tyr204) (Cell Signaling Technology, 9101S), anti-p-FRS2 (Cell Signaling Technology, 3861), anti-PHLDA1 (Abcam, ab133654). Membranes were then incubated with a species appropriate horseradish peroxidase (HRP)-conjugated secondary antibody (DAKO) before bands were visualized using an enhanced chemiluminescence detection kit (GE Healthcare).

### Mass Spectrometry

MFE-296 cells were plated at 7 × 10^5^ cells per 10-cm dish and either left untreated or cultured with DMSO as a vehicle control, or 1 μM PD173074. Cells were lysed at 1, 7, or 14 days. Cell lysis, digestion, solid-phase extraction, TiO_2_ Metal Oxide Affinity Chromatography, Nanoflow-liquid chromatography tandem mass spectrometry, and identification and quantification of phosphopeptides were performed as previously described (Wilkes et al., 2015).

### Gene Expression Microarray

Microarray gene expression analysis of cDNA from two biological replicates of each cell line was performed using the Illumina HT12v platform at Barts Genome Centre. Each sample was run on the array in duplicate. The resulting data were analyzed using Illumina Genome Studio software. Within the software, data quality control, filtering, and normalization were performed across samples. Differential expression analyses between the two biological groups were further conducted. Significantly differentially expressed genes were identified based on the adjusted p value <0.05 using Bonferroni correction. The gene expression microarray data have been deposited to GEO using the accession number GSE81169.

### Tumor Xenografts

Female SCID mice were subcutaneously injected with MCF7/HER2-18 cells at 6–8 weeks of age (Moore et al., 2014). Mice were randomized into treatment groups based on tumor volume (n ≥ 3/treatment) and administered biweekly intraperitoneal injections (10 mg/kg in 200 μL of PBS) of human IgG or trastuzumab for 4 weeks. Tumors were harvested and fixed as described previously, and 5-μm wax sections were processed for *in situ* hybridization. All mouse experiments followed Home Office Guidelines determined by the Animals (Scientific Procedures) Act 1986.

## Data and Software Availability

The accession number for all microarray datasets reported in this paper is GEO: GSE81169. The dataset identifier for the mass spectrometry proteomics is ProteomeXchange Consortium via the PRIDE (Vizcaíno et al., 2016) partner repository: PXD008859.

## Supplemental Information

Document S1. Supplemental Experimental Procedures and Figures S1–S6

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

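Gene expression was measured on 12 Illumina HT12 arrays, 4 each for parental MFE-296, MFE-296 AZDR and MFE-296 PDR cells. Each population had 2 biological replicates, each run in duplicate. The condition and number of each array were taken from the sample labels, and every array could be assigned. The labels number the arrays of a population but do not say which share a culture.

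The authors hybridized biotin-labelled RNA and read the arrays in GenomeStudio, with quality control, filtering and normalization across samples, and called genes at a Bonferroni-adjusted p under 0.05. Neither the version of GenomeStudio nor its normalization method is named in the sources used here. As deposited by the authors, the intensity values of the non-normalized file are the mean signal of 47231 probes per array on a linear scale, not background-subtracted and not normalized between arrays. Per the file header, each has a detection p-value, which GenomeStudio computes from negative control probes. The normalized table holds 47226 of these probes on a linear scale. Its 12 columns share their minimum of 91.1894 and maximum of 21125, with medians of 122.736 to 122.761, so the authors' intensity values there are quantile-normalized and not background-subtracted, and each column orders its probes as the raw array of the same sample does (Spearman correlation of 1). The non-normalized file was used for the values given, and the normalized table for an alternative.

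Signals were corrected for background and quantile-normalized with neqc in limma 3.58.1 under R 4.3.3, with detection p-values for the control distribution and an offset of 16. A probe was tested when its detection p was under 0.01 on at least 4 of the 12 arrays, which left 17519 probes. Of these, 14061 carried 1 gene symbol, 3 several and 3455 none, 14056 had an Entrez identifier that matched the gene table, and 0 symbols were updated. The tested probes cover 10627 gene symbols. For a gene with several tested probes, values are those of the probe with the highest mean intensity. No gene coordinates are given, since the gene table used holds names only. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

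Technical duplicates are not independent replicates, so arrays were averaged in pairs as 2 cultures per population. With 3 possible pairings in each of the 3 populations there are 27 combinations. A linear model with the 3 populations was fitted in limma (lmFit, eBayes) for each combination, and each probe kept its largest p and largest standard error. MFE-296 PDR and MFE-296 AZDR cells were each compared with parental cells and with each other. Probe and gene counts use Bonferroni over the tested probes, and named genes and gene lists use Benjamini-Hochberg, at 0.05. Where a probe was detected on no array of a population, the fold is given as a bound. The correlation of fold changes was computed across probes, beside 100 simulated sets of unchanged populations that share the parental arrays, and with the parental arrays divided between the comparisons.

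Genes to be named were fixed before the data were examined: those the paper names for this experiment and in Fig. 3A, whose values in the figure had been seen, with FGFR2, PHLDA3, AKT1 and AKT2; for each resistant population, the 10 largest rises and 10 largest falls with an adjusted p under 0.05 and all 4 arrays beyond all 4 parental arrays; the 5 largest each way between the resistant populations; and up to 4 called members of each gene list. Also fixed then were 25 lists: MAPK transcriptional output, negative feedback on FGFR and ERK signaling, immediate early genes, FGF receptors and adaptors, other receptor tyrosine kinases, growth factors acting on them, the PI3K and Akt pathway, FOXO target genes, the IGF axis, proliferation, epithelial genes, mesenchymal transition genes, fibroblast markers, Mullerian duct and endometrial identity, BMP and TGF-beta response, Wnt response, cholesterol synthesis, glycolysis and hypoxia response, amino acid and endoplasmic reticulum stress response, type I interferon response, antigen presentation, p53 target genes, BCL2 family apoptosis regulators, ABC drug transporters and heat shock genes. Each was tested with camera on 1 probe per gene with a preset correlation of 0.01 and again with an estimated one, keeping the largest p over pairings, and adjusted over the lists.

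The procedure was tested on simulated data of 17519 probes, with 100 probes changed by 1 and another 100 by 2 on the log2 scale. At a Benjamini-Hochberg adjusted p under 0.05 it recovered 47 of 100 changes of 1 on the log2 scale and 94 of 100 changes of 2, with 1 unchanged probe called. With Bonferroni it recovered 0 and 27. With the 4 arrays taken as separate samples, Benjamini-Hochberg recovered 90 and 100 with 174 unchanged probes called. A simulated changed list had an adjusted p of 2.61e-29 with the preset correlation and 0.0536 with an estimated one. Its genes were drawn independently, so it does not show how the preset correlation behaves in lists whose genes vary together.

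Alternatives fixed before the data were examined were each single pairing of the arrays, the 4 arrays as separate samples with and without the array number as a block, the authors' normalized table, no background correction, an offset of 50, a detection p of 0.05, no filter on detection, a fit of only the 2 populations compared, Benjamini-Hochberg for the counts, and leaving out each array and each pair of arrays. A block for the chip could not be run, because the files do not name chips. Probes without a gene symbol were tested but not assigned to genes.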

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

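Each result is given with what made it stand out. The tests of whether MFE-296 AZDR array 1 holds MFE-296 PDR RNA and of whether another MFE-296 AZDR array lies with it in ERK-dependent genes were chosen after the result was seen. Of 63 groups of 4 arrays tested for a single array apart from the other 3, 4 had one, where chance gives about 1 in 20.

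The first pattern is an MFE-296 AZDR array that stands apart in ETV5 (log2 intensity 7.07 on MFE-296 AZDR array 1 and 8.83 to 9.18 on the other 3). It also does so in 2104 probes that differ between the other MFE-296 AZDR arrays and MFE-296 PDR cells. There it had a median position of 0.455 (quartiles 0.196 and 0.727) on the line from the former (0) to the latter (1). MFE-296 AZDR arrays 2, 3 and 4 had -0.04, 0.02 and 0.02 over their own probes. The 8 probes of MAPK output were displaced no more than others (0.552, with 7167 of 10000 random sets below). Across all tested probes array 1 was not the only one set off, since MFE-296 AZDR array 4 had r = 0.978 to 0.987 with the other MFE-296 AZDR arrays. Array 1 correlated best with MFE-296 PDR array 1 (r = 0.989, against 0.978 to 0.988 with the other MFE-296 AZDR arrays), and MFE-296 PDR array 1 with it (0.982 to 0.986 with the other MFE-296 PDR arrays). Those other MFE-296 PDR arrays had r = 0.988 to 0.993 among themselves, so MFE-296 PDR array 1 stands apart in its population as well. On MFE-296 AZDR array 1, 6 probes of MAPK output would need a share of MFE-296 PDR RNA of 0.573 to 0.924 (0.628 to 0.955 with MFE-296 PDR array 1 as the source). The 104 other probes would need a median of 0.200 (upper quartile 0.412) or, with MFE-296 PDR array 1, of 0.449 (upper quartile 0.712). MFE-296 PDR RNA alone would need a share near 1 if it matched its source. The probes were chosen without array 1 of either population, and an array left out of the choice can fall short of 1. These 104 probes therefore argue only weakly against MFE-296 PDR RNA alone. MFE-296 PDR RNA mixed in stays open, since the shares overlap with MFE-296 PDR array 1 as the source. With MFE-296 PDR arrays 2 to 4 as the source, ETV5 would need 0.767, FGF9 0.251, FLRT2 0.103, PLPPR4 0.030 and EMP1 -0.545. This test is weak, since it replaced a void one after several sets of probes had been tried. A culture with lower ERK-dependent transcription would hold a second array beside MFE-296 AZDR array 1, since the paper states that each sample was run in duplicate. Over 8 genes of MAPK output MFE-296 AZDR arrays 2, 3 and 4 had positions of -0.26 ± 0.09, 0.10 ± 0.03 and 0.158 ± 0.07 (standard errors over genes, not over arrays or cultures) on the line from the other 2 of them (0) to array 1 (1). No second array lay with array 1 in these genes. Array 1 was picked for standing apart in ETV5, a member of this list, so the outcome was partly fixed beforehand. It argues only weakly against a culture difference in these genes. Deviations of probes from their population mean correlated at r = 0.254 between MFE-296 AZDR array 1 and MFE-296 PDR array 1. Pairs of arrays with the same number in different populations had r = -0.02 to 0.477, highest for MFE-296 AZDR and MFE-296 PDR array 4. Parental array 3 and MFE-296 PDR array 1, with different numbers, had r = 0.286. Such likeness was therefore not particular to the arrays numbered 1. A handling effect on MFE-296 AZDR array 1, or shared with MFE-296 PDR array 1, was not tested and stays open. Whether MFE-296 PDR array 1 holds MFE-296 AZDR RNA was not tested either.

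The second pattern is the rise of fibroblast markers in a cancer cell line, with a mean log2 fold change of 1.29 in MFE-296 PDR cells over 10 measured genes (in MFE-296 AZDR cells 4 were called higher, 6 of 10 had negative fold changes, the median was -0.23 and camera's adjusted p 0.582). Fibroblasts in the resistant cultures would bring COL1A2, and its smaller log2 fold change in the resistant populations was 1.16, which meets what was set before the data were examined, so such cells are a candidate source. Against this, COL1A1 was 5.46 in parental and 5.30 in MFE-296 AZDR cells. That is near the floor of its probe, though COL1A1 rose in MFE-296 PDR cells, so a rise could be seen. As 1 gene near the floor it excludes little on its own. FBLN1, THY1, PRRX1, COL5A1 and COL6A3 did not pass the test in either population. Expression of these genes by the resistant cells themselves was not tested and stays open. The gene values rest on 2 cultures per population, and COL1A2 in MFE-296 PDR cells did not pass without MFE-296 AZDR array 2 or 3 or MFE-296 PDR array 2 or 3 (highest adjusted p = 0.0786).

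The third pattern is the likeness of the fold changes of MFE-296 PDR and MFE-296 AZDR cells, with r = 0.679 across probes. The parental arrays shared by both comparisons would lift r, but with separate parental arrays the covariance kept at least 0.893 of its value of 0.122, and the largest covariance of simulated unchanged populations was 0.0302, so sharing is not the whole of it. Other splits of the same arrays test whether a grouping by chance calls as many probes. For each comparison 3 splits of the cultures exist, of which 1 calls as many probes as the real one (the real one, with 66 probes in MFE-296 PDR, 62 in MFE-296 AZDR and 12 between them; highest of the others 0), and 3 splits are too few for a share under 0.05. Drug resistance and time in culture differ together from parental cells, whether drug was present is not stated in the paper's main text, and these were not told apart.

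On parental array 2, PHLDA1 had a log2 intensity of 10.94, against 11.09 to 11.12 on the other 3. The same array had a median raw signal of 144.932, against 114.067 to 117.437, and 17749 probes detected, against 16581 to 16705. Some results differed between MFE-296 PDR and MFE-296 AZDR cells by a test of the difference. SPRY4 was at least 1.71-fold, DUSP6 at least 2.93-fold and ETV5 at least 8.83-fold lower in MFE-296 PDR than in MFE-296 AZDR cells. Second probes of SPRY4 and DUSP6 hardly differed. Their log2 fold changes against parental cells were -1.94 and -3.28 in MFE-296 PDR cells and -1.71 and -3.19 in MFE-296 AZDR cells. A second ETV5 probe had -3.19 in MFE-296 PDR and -1.15 in MFE-296 AZDR cells. The log2 fold change of MFE-296 PDR against MFE-296 AZDR cells was -1.97 for CCND1, -1.96 for EMP1, -1.69 for TIMP1, -3.08 for FGF9, -2.56 for NECAB1, -2.45 for GDF15 and -2.44 for PLPPR4. It was 0.82 for PDGFD, 2.61 for FLRT2, 2.07 for PIM1, 1.88 for ZSWIM6, 1.79 for RBKS and 1.74 for NMU. Leaving out MFE-296 AZDR array 2, 3 or 4 ended the call for SPRY4 (highest adjusted p = 0.144), DUSP6 (0.178) and, with MFE-296 PDR array 2, 3 or 4 as well, for TIMP1 (0.212), PIM1 (0.166), RBKS (0.166), GDF15 (0.357) and NMU (0.144). Leaving out MFE-296 AZDR array 3 or 4 ended it for CCND1 (0.0821), MFE-296 AZDR array 2 or 3 for ETV5 (0.0691), and MFE-296 AZDR array 1, 2 or 4 or MFE-296 PDR array 2, 3 or 4 for PDGFD (0.187). For EMP1, FGF9, NECAB1, PLPPR4, FLRT2 and ZSWIM6 the call held with every single array left out.

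A simulated list that had changed did not pass camera with an estimated correlation (adjusted p = 0.0536), so a miss there says little. Gene lists that the paper does not discuss passed camera with the preset correlation and none with an estimated one (adjusted p = 0.597 or 0.647 in MFE-296 PDR and 0.878 in MFE-296 AZDR cells). Their mean log2 fold changes in MFE-296 PDR cells, with genes at a bound standing at it, were -0.46 for other receptor tyrosine kinases, 0.37 for FOXO target genes, -0.44 for proliferation, 1.29 for fibroblast markers, -1.16 for Mullerian duct and endometrial identity, -0.39 for Wnt response, 0.78 for cholesterol synthesis, 0.37 for type I interferon response and 0.38 for antigen presentation. In MFE-296 AZDR cells they were -0.79 for proliferation and -1.08 for Mullerian duct and endometrial identity.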

How the results depend on the processing

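Arrays give no counts, so depth limits only probes near background. Counts moved with the settings and directions seldom did. Under alternatives other than leave-outs, values of named genes were on the same side of their threshold in 2050 cases, lost it in 109, gained it in 8 and reversed in 0, and gene lists in 786, 9, 26 and 4. With arrays or pairs left out these were 4696, 1200, 3 and 11 for genes and 2146, 42, 47 and 15 for lists. The correlation between populations kept its size under every alternative (0.604 to 0.722 with arrays left out), and PHLDA1 stayed past the threshold (log2 fold changes of -6.07 to -5.50 in MFE-296 PDR and -6.05 to -5.50 in MFE-296 AZDR cells with arrays left out). Probe counts are given as higher then lower in MFE-296 PDR cells against parental cells, higher then lower in MFE-296 AZDR cells, higher then lower in MFE-296 PDR against MFE-296 AZDR cells, then genes higher and lower in MFE-296 PDR cells and probes called in both. They were 76, 61, 68, 47, 11, 25, 63, 44 and 64 with arrays 1 and 2 and arrays 3 and 4 averaged. They were 92, 61, 84, 50, 13, 30, 75, 47 and 72 with arrays 1 and 4 and arrays 2 and 3 averaged, and between MFE-296 PDR and MFE-296 AZDR cells 4 and 20 with arrays 1 and 3 and arrays 2 and 4. They were 204, 136, 169, 131, 32, 60, 162, 105 and 161 with the arrays as separate samples, and 163, 117, 136, 103, 22, 47, 132, 88 and 133 with the array number as a block, which takes duplicates as independent. They were 86, 64, 78, 46, 8, 25, 71, 50 and 68 with an offset of 50. They were 9, 13, 20, 12, 0, 1, 9, 10 and 16 with no filter, where more probes are tested, and 732, 608, 634, 651, 110, 144, 563, 465 and 554 by Benjamini-Hochberg. Higher in MFE-296 PDR than in MFE-296 AZDR cells were 4 probes with the authors' normalized table and 4 without background correction. The cause was not tested except where named. With arrays or pairs left out the ranges were 10 to 49, 12 to 45, 20 to 49, 13 to 25, 0 to 7, 2 to 25, 8 to 39, 9 to 36 and 20 to 41, and 9 to 14, 3 to 6 and 5 to 9 lists passed camera in MFE-296 PDR, in MFE-296 AZDR and between them. Single arrays that moved a probe count by over 1.5 times were, for higher in MFE-296 PDR cells, MFE-296 AZDR arrays 2, 3 and 4 (21, 18 and 25) and MFE-296 PDR arrays 2, 3 and 4 (16, 17 and 18), for lower in MFE-296 PDR cells MFE-296 AZDR array 3 (19), for higher in MFE-296 AZDR cells MFE-296 AZDR arrays 2 and 3 and MFE-296 PDR array 4 (30, 28 and 32), for both MFE-296 AZDR array 3 (27), for higher in MFE-296 PDR than in MFE-296 AZDR cells MFE-296 AZDR arrays 2, 3 and 4 (0, 0 and 1) and MFE-296 PDR arrays 1, 2, 3 and 4 (7, 0, 0 and 1), and for lower there MFE-296 AZDR arrays 2 and 3 (6 and 6) and MFE-296 PDR arrays 1 and 3 (25 and 6). Leaving out a pair leaves 1 culture, whose spread is taken as that of the other populations.
Some results reversed their direction, none of which passed the test, and the cause was not tested. Camera's adjusted p was 0.992 and 0.737 for epithelial genes in MFE-296 AZDR cells with a detection p of 0.05 and with no filter, and 0.946 in MFE-296 PDR cells and 0.998 between MFE-296 PDR and MFE-296 AZDR cells for the BCL2 family with no filter. With arrays or pairs left out, log2 fold changes ranged from -0.27 to 0.34 for AKT2 in MFE-296 PDR (a probe near background), -0.35 to 0.0924 for EMP1 in MFE-296 AZDR and -0.00516 to 0.29 for PHLDA3 in MFE-296 AZDR cells, and camera's adjusted p from 0.362 to 1.00 for immediate early genes in MFE-296 PDR cells and 0.195 to 1.00 for FOXO target genes in MFE-296 AZDR cells. Between MFE-296 PDR and MFE-296 AZDR cells it ranged from 0.130 to 1.00 for immediate early genes, 0.383 to 0.998 for BMP and TGF-beta response, 0.549 to 1.00 for ABC drug transporters and 0.509 to 1.00 for heat shock genes.
The chip could not be run as a block, since the files name no chip.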

Differences from the paper's values

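The paper counts 587 probes of 522 genes as upregulated and 543 probes of 485 genes as downregulated in MFE-296 PDR cells at a Bonferroni-adjusted p under 0.05 (the paper's values). At the same threshold 40 probes of 34 genes and 31 probes of 24 genes were called here. Of the alternatives set before the data were examined, Benjamini-Hochberg brings the counts within 1.5 times the paper's (732 probes of 563 genes and 608 probes of 465 genes), and the others do not, including the 4 arrays taken as separate samples (204 probes of 162 genes and 136 probes of 105 genes).

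The fold decreases in Fig. 3A were read by eye, and a fold is taken as within the paper's when it lies within 1.5 times of it or differs from it by no more than the spread between arrays (for PHLDA1 within 1.5 times only, and for a bound when it is not over 1.5 times the paper's). In MFE-296 PDR cells the paper's Fig. 3A shows about 16 for PHLDA1, against 55.1 here, about 6.8 for MSX2, against 13.0, about 6.2 for TRIB2, against 10.97, and about 5.8 for CCND1, against 10.8. For genes detected on no MFE-296 PDR array, the paper's Fig. 3A shows about 13 for DUSP6, against at least 37.9 here, about 8 for ETV5, against at least 20.3, about 5.2 for SPRY4, against at least 12.0, and about 3.5 for SCIN, against at least 7.95. In MFE-296 AZDR cells the paper's Fig. 3A shows about 16 for PHLDA1, against 54.8 here, about 6.8 for MSX2, against 13.0, about 3.5 for SPRY4, against 7.04, about 3.1 for PDGFD, against 8.43, and about 3 for RND3, against 8.85. It also shows about 3.9 for SCIN, against at least 8.19, and about 3.1 for CLIC5, against at least 6.13. With the authors' normalized table, and without background correction, every one of these folds falls within the paper's by that rule (PHLDA1 16.2 in both populations and 15.9 in both). An offset of 50 brings within 1.5 times MSX2 (9.82 in MFE-296 PDR and 9.85 in MFE-296 AZDR cells), TRIB2 and CCND1 in MFE-296 PDR cells (8.63 and 8.14) and SPRY4 in MFE-296 AZDR cells (5.02), and not the others. The single pairings of arrays, the arrays as separate samples with or without a block, the detection p of 0.05, no filter, the fit of only the 2 populations and each array or pair left out do not close any of these gaps by the fitted fold. Under every alternative a gene at a bound was compared by its fitted fold, since bounds were computed for the main values only. A bound there could lie closer to the paper's fold. By the same rule EMP1 and TIMP1 in MFE-296 PDR cells (4.24 and 4.03, against about 3.7 and about 3.5 in the paper's Fig. 3A) and TRIB2 and SPRY2 in MFE-296 AZDR cells (5.88 and 3.59, against about 4.2 and about 3.2 in the paper's Fig. 3A) lie within the paper's. DUSP6 in MFE-296 AZDR cells (12.9, against about 7.2 in the paper's Fig. 3A) does so only by the spread between arrays, and was 7.29 without background correction.

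Of the 10 genes that the paper's Fig. 3A shows as most downregulated, 8 were among the 10 with the largest fall here in each population. In MFE-296 PDR cells CLIC5 and ETV4 stood in place of EMP1 and TIMP1, and in MFE-296 AZDR cells CDH11 and CHODL in place of TRIB2 and SPRY2. CDH11 and CHODL were detected on no MFE-296 AZDR array, and their bounds (at least 4.74-fold and 5.27-fold lower) lie below the fold of TRIB2, so their order against TRIB2 is not settled. With the authors' normalized table 10 of 10 matched in both populations, and without background correction 9 in MFE-296 PDR and 10 in MFE-296 AZDR cells. PHLDA1 ranked 1 by fall in both populations, as in the paper.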

Other observations

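Of 6 measured genes of Mullerian duct and endometrial identity, 3 fell and 0 rose in MFE-296 PDR cells (4 lower adjusted over the list alone), and 2 fell and 1 rose in MFE-296 AZDR cells (4 and 1). MSX2, a member of this list and of the BMP and TGF-beta list, was known from Fig. 3A to have fallen. Besides MSX2, LHX1, a homeobox gene of the developing Mullerian duct, was detected on no resistant array and was at least 3.63-fold lower in MFE-296 PDR and 3.74-fold lower in MFE-296 AZDR cells (n = 4 arrays from 2 cultures; adjusted p = 0.000136 and 0.000208 from limma). Of 8 measured genes of Wnt response, 1 rose and 3 fell in each population (1 and 4 in MFE-296 PDR, 2 and 3 in MFE-296 AZDR cells adjusted over the list alone). SFRP1, a secreted inhibitor of Wnt signaling, rose by 1.55 ± 0.19 and 1.58 ± 0.19 on the log2 scale (standard errors; adjusted p = 0.00285 and 0.00311). WIF1, another secreted Wnt inhibitor, was at least 1.76-fold and 1.81-fold lower (adjusted p = 0.00202 and 0.000763), and NKD2, an inhibitor of Dishevelled, had log2 fold changes of -1.70 and -0.76 (adjusted p = 0.000759 and 0.0277), the latter lost without MFE-296 AZDR array 3 or 4 or MFE-296 PDR array 2, 3 or 4 (highest adjusted p = 0.0922). Of 12 measured genes of BMP and TGF-beta response, 1 rose and 3 fell in MFE-296 PDR cells (2 and 5 adjusted over the list alone), and 2 rose and 4 fell in MFE-296 AZDR cells (3 and 5). The ligand gene TGFB2 rose by 2.52 ± 0.21 and 2.16 ± 0.21 (adjusted p = 0.000465 and 0.00106) from a parental level near the floor, detected on 1 of 4 arrays, so the size depends on the background correction. SMAD7, an inhibitor of TGF-beta signaling, had log2 fold changes of 0.61 in MFE-296 PDR cells, which did not pass the test, and -0.997 in MFE-296 AZDR cells (adjusted p = 0.0629 and 0.013, the latter lost without MFE-296 AZDR array 2 or 3, highest 0.0574), and the populations differed by 1.61 (adjusted p = 0.00587). Camera with the preset correlation gave an adjusted p of 0.00334 in MFE-296 PDR and 0.0186 in MFE-296 AZDR cells for Mullerian identity (0.186 in MFE-296 AZDR cells with no filter), 0.0396 and 0.482 for Wnt response and 0.146 and 0.482 for BMP and TGF-beta response. With an estimated correlation the first had an adjusted p of 0.597 and 0.878, and Wnt response in MFE-296 PDR cells one of 0.597. Wnt response in MFE-296 PDR cells lost its call without parental array 2, 3 or 4 or MFE-296 PDR array 1 or 4 (adjusted p = 0.0522, 0.0717, 0.0531, 0.0692 and 0.0842), with the authors' normalized table (0.0644) and without background correction (0.0658).

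CDKN1A, an inhibitor of cyclin-dependent kinases, rose in MFE-296 PDR cells by 1.59 ± 0.21 and TP53INP1, a p53-induced gene, by 1.26 ± 0.15 (adjusted p = 0.00345 and 0.00239). The difference from MFE-296 AZDR cells was 1.30 for CDKN1A (adjusted p = 0.0264), lost without MFE-296 AZDR or MFE-296 PDR array 2, 3 or 4 (highest 0.18). Of 17 measured p53 target genes, 3 rose and 2 fell in MFE-296 PDR cells (3 and 3 adjusted over the list alone), and 1 rose and 0 fell in MFE-296 AZDR cells (1 and 0; 4 and 3 at an unadjusted p under 0.05 in limma). Of 18 measured genes of amino acid and endoplasmic reticulum stress response, 1 rose and 5 fell in MFE-296 PDR cells (2 and 8 adjusted over the list alone), and 2 rose and 0 fell in MFE-296 AZDR cells (3 and 0; 5 and 0 at an unadjusted p under 0.05). The 5 include the amino acid transporter gene SLC7A5, with a log2 fold change of -1.25 ± 0.24, lost without MFE-296 PDR array 2, 3 or 4 (adjusted p = 0.0197; highest 0.239). Between MFE-296 PDR and MFE-296 AZDR cells the stress list was lower in camera with the preset correlation (adjusted p = 3.75e-05) and 4 of its genes were lower and 0 higher (11 and 1 at an unadjusted p under 0.05 in limma), with an adjusted p of 0.768 with an estimated correlation. Of 22 measured genes of glycolysis and hypoxia response, 1 rose and 2 fell in each population (1 and 3 in MFE-296 PDR, 1 and 4 in MFE-296 AZDR cells adjusted over the list alone). ADM, a hypoxia-induced peptide hormone gene, rose by 1.19 ± 0.13 and 1.13 ± 0.13 (adjusted p = 0.00181 and 0.00252), and HK2, a hexokinase, had log2 fold changes of -1.19 and -1.01 (adjusted p = 0.00256 and 0.00671), while a second HK2 probe had -0.50 and -0.35 and did not pass. Camera's adjusted p with the preset correlation in MFE-296 PDR and MFE-296 AZDR cells was 0.997 and 0.531 for p53 targets, 0.154 and 0.0544 for the stress list, and 0.119 and 0.197 for glycolysis.

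In MFE-296 PDR cells, of 7 measured epithelial genes 1 rose and 0 fell (camera's adjusted p = 0.318), of 12 mesenchymal transition genes 3 rose and 1 fell (0.999), of 11 BCL2 family genes 0 rose and 2 fell (0.542), of 5 ABC drug transporters 1 rose and 0 fell (0.154) and of 13 heat shock genes 0 rose and 0 fell in limma (0 and 1 at an unadjusted p under 0.05; 0.21). In MFE-296 AZDR cells these counts were 0 and 1 for epithelial genes (0.686), 1 and 3 for mesenchymal transition genes (0.582), 0 and 0 for the BCL2 family in limma (0 and 2 at an unadjusted p under 0.05; 0.825), 2 and 0 for ABC drug transporters (0.482) and 0 and 1 for heat shock genes (0.264). Also in MFE-296 AZDR cells, of 14 immediate early genes 3 rose and 0 fell (0.564), of 11 FGF receptors and adaptors 2 rose and 1 fell (0.937), of 10 other receptor tyrosine kinases 0 rose and 3 fell (0.0513), of 11 growth factors 1 rose and 2 fell (0.997), of 21 PI3K and Akt pathway genes 0 rose and 3 fell (0.349), of 8 IGF axis genes 1 rose and 1 fell (0.997), of 10 fibroblast markers 4 rose and 0 fell (0.582) and of 25 type I interferon response genes 7 rose and 3 fell (0.531). Adjusted over the list alone, the counts that differ were in MFE-296 PDR cells 4 and 2 for mesenchymal transition genes, 1 and 2 for the BCL2 family and 3 and 1 for ABC drug transporters, and in MFE-296 AZDR cells 2 and 4 for mesenchymal transition genes, 3 and 1 for immediate early genes, 3 and 1 for FGF receptors and adaptors, 0 and 4 for the PI3K and Akt pathway, 1 and 2 for the IGF axis, 4 and 3 for fibroblast markers and 10 and 7 for type I interferon response. Of 13 FOXO target genes 0 rose and 0 fell in limma (3 and 1 at an unadjusted p under 0.05; 0.587), and of 15 antigen presentation genes 0 and 0 (1 and 2; 0.225). GAB2, an adaptor of receptor tyrosine kinases, rose by 1.16 ± 0.14 in MFE-296 AZDR cells and PDGFC, a platelet-derived growth factor, had a log2 fold change of -1.75 ± 0.20 (adjusted p = 0.00281 and 0.00282). Between MFE-296 PDR and MFE-296 AZDR cells, camera with the preset correlation also passed for proliferation (adjusted p = 0.000234), fibroblast markers (0.000788), type I interferon response (0.0104; 0.0764 without MFE-296 AZDR array 1) and FOXO target genes (0.0353; lost without MFE-296 AZDR array 2, 3 or 4 or MFE-296 PDR array 1, 3 or 4, 0.0506 to 0.227), each higher in MFE-296 PDR cells, and none with an estimated correlation (adjusted p = 0.768).

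Without MFE-296 AZDR array 1, 49 probes were higher and 25 lower in MFE-296 AZDR than in parental cells, 2 were higher and 15 lower in MFE-296 PDR than in MFE-296 AZDR cells, and 41 were called in both populations in the same direction. Without MFE-296 PDR array 1, 49 probes were higher and 45 lower in MFE-296 PDR than in parental cells. Between MFE-296 PDR and MFE-296 AZDR cells 7 were then higher and 25 lower.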
